# DAF‐16 stabilizes the aging transcriptome and is activated in mid‐aged *Caenorhabditis elegans* to cope with internal stress

**DOI:** 10.1111/acel.12896

**Published:** 2019-02-17

**Authors:** Shang‐Tong Li, Han‐Qing Zhao, Pan Zhang, Chung‐Yi Liang, Yan‐Ping Zhang, Ao‐Lin Hsu, Meng‐Qiu Dong

**Keywords:** aging, *Caenorhabditis elegans*, DAF‐16, proteostasis, stress response, transcriptional regulation

## Abstract

The roles and regulatory mechanisms of transcriptome changes during aging are unclear. It has been proposed that the transcriptome suffers decay during aging owing to age‐associated down‐regulation of transcription factors. In this study, we characterized the role of a transcription factor DAF‐16, which is a highly conserved lifespan regulator, in the normal aging process of *Caenorhabditis elegans*. We found that DAF‐16 translocates into the nucleus in aged wild‐type worms and activates the expression of hundreds of genes in response to age‐associated cellular stress. Most of the age‐dependent DAF‐16 targets are different from the canonical DAF‐16 targets downstream of insulin signaling. This and other evidence suggest that activation of DAF‐16 during aging is distinct from activation of DAF‐16 due to reduced signaling from DAF‐2. Further analysis showed that it is due in part to a loss of proteostasis during aging. We also found that without *daf‐16*, dramatic gene expression changes occur as early as on adult day 2, indicating that DAF‐16 acts to stabilize the transcriptome during normal aging. Our results thus reveal that normal aging is not simply a process in which the gene expression program descends into chaos due to loss of regulatory activities; rather, there is active transcriptional regulation during aging.

## 1 INTRODUCTION

Aging is characterized by a gradual deterioration of physiological functions and an increase in the probability of death. Old age is the single most important risk factor for all gerontological diseases from arthritis to Alzheimer's. Undoubtedly, aging is a process accompanied by numerous biological changes at different levels, from the molecular to the systemic and organismal levels (López‐Otín, Blasco, Partridge, Serrano, & Kroemer, 2013). However, the aging process has not been characterized comprehensively and quantitatively. As such, for practical reasons, aging is measured not by a metric of the process but by its endpoint—death. Surely, lifespan assay is a convenient way to assess the average rate of aging, but it does not inform anything about the dynamics.

The nematode *Caenorhabditis elegans* has long established itself as an ideal model for aging research. Key genetic pathways that regulate aging have been discovered originally in *C. elegans* and later confirmed in other organisms including mammals, and one of which is the insulin/insulin‐like growth factor 1 (IGF‐1) signaling pathway, or IIS (Kenyon, Chang, Gensch, Rudner, & Tabtiang, 1993). In the *C. elegans* IIS pathway, the sole insulin/IGF‐1 receptor DAF‐2 negatively regulates the FOXO transcription factor DAF‐16 through a cascade of kinases composed of PI3K/AGE‐1, PDK/PDK‐1, and AKTs. Phosphorylation by AKTs prevents DAF‐16 from entering the nucleus to regulate downstream target genes. Loss‐of‐function mutations of *daf‐2* or the downstream kinases extend lifespan in a *daf‐16‐*dependent manner (Dorman, Albinder, Shroyer, & Kenyon, 1995; Kenyon et al., 1993; Paradis, Ailion, Toker, Thomas, & Ruvkun, 1999).

The *C. elegans* aging process has been characterized to some extent, including behavioral declines at the organismal level, gross morphological changes (e.g., length, texture; Pincus, Smith‐Vikos, & Slack, 2011), fine structural changes (Herndon et al., 2002; McGee et al., 2011), and molecular changes (Budovskaya et al., 2008; Golden & Melov, 2004; Lund et al., 2002). Among the molecular changes that are fundamental to other types of changes occurring in the aging process, gene expression changes are relatively easy to measure, thanks to the microarray technology in the past and deep sequencing at present. Previously, by analyzing the *C. elegans* transcriptome on adult days 1, 3, 5, and 10 at 20°C, Rangaraju *et al.* identified transcriptional drift, which refers to loss of stoichiometry between mRNAs of the same functional group and loss of youth‐associated co‐expression patterns in aging worms, as an age‐associated degenerative process. Slowing down aging by knocking down *daf‐2* restricted the progression of transcriptional drift, arguing that transcriptional drift is closely related to aging (Rangaraju et al., 2015). However, it is not known how IIS contributes to the normal aging process. A recent study has found that the amount DAF‐2 protein increases from adult day 1 through day 10 (Tawo et al., 2017), but it is still unclear whether there is a decrease in transcriptional activity of *daf‐16* in the normal aging process, and whether there is, how much it contributes to transcriptional drift in aging *C. elegans*.

A few studies have suggested a possible link between transcriptome deterioration and age‐associated inactivation of transcription factors. One study showed that deactivation of a GATA factor *elt‐2* is responsible for age‐associated down‐regulation of more than 200 genes in wild‐type (WT) worms assayed on adult days 2, 5, 8, and 11 at 25°C (Mann, Van Nostrand, Friedland, Liu, & Kim, 2016). *elt‐2* plays an essential role in the development of the intestine, indicating that it is selected under strong selective pressure during evolution. Loss of the *elt‐2* transcriptional network after *C. elegans* has reached adulthood is consistent with the idea that transcriptional drift plays a role in age‐associated physiological deterioration. In comparison with that of *elt‐2*, age‐dependent repression of *hsf‐1* is strikingly early—within the first 12 hr of adulthood at 20°C, which is closely connected to the collapse of proteostasis during aging (Labbadia & Morimoto, 2015).

In this study, prompted by the observation of nuclear accumulation of DAF‐16 in mid‐aged *C. elegans *adults, we carried out mRNA‐Seq analysis of WT and *daf‐16 (null)* mutant worms every 24 hr from adult day 1 through day 7. Specifically, we set out to address three questions. First, whether DAF‐16 is activated during aging, and when? Second, what activates DAF‐16 during aging? Third, what is the role of DAF‐16 during normal aging? Through the mRNA‐Seq and follow‐up experiments, we verified that DAF‐16 is indeed activated during the aging process of WT *C. elegans*, most prominently on adult day 6 and day 7 at 25°C. Remarkably, the transcriptional output of DAF‐16 activated by age is much different from that by reduced signaling from DAF‐2. Improving proteostasis during aging delays DAF‐16 nuclear accumulation, suggesting that DAF‐16 is activated in response to a loss of proteostasis and possibly other types of age‐associated cellular stress. Lastly, we find that DAF‐16 acts as a “capacitor” to resist age‐induced perturbation of the gene expression program in the normal aging process.

## 2 RESULTS

### 2.1 DAF‐16 is activated in the normal aging process

While observing WT worms expressing a DAF‐16::GFP fusion protein under standard, nonstressful conditions (20°C, well‐fed), we noticed nuclear accumulation of DAF‐16::GFP in older animals but not in the young ones (Figure 1a and Supporting Information Figure S1). Quantification of the localization patterns of DAF‐16::GFP verified this observation (Figure 1b). At 20°C, DAF‐16::GFP translocated into the nucleus starting from adult day 4. As nuclear localization typically represents DAF‐16 activation (Henderson & Johnson, 2001; Lee, Hench, & Ruvkun, 2001; Lin, Hsin, Libina, & Kenyon, 2001), this result suggests that DAF‐16 is activated during the normal aging process. Supporting this idea, quantitative real‐time PCR (qRT‐PCR) analysis showed that four out of five known DAF‐16 target genes showed higher mRNA levels in day‐3 and day‐5 WT adults than in day‐1 adults, and this was dependent on *daf‐16* (Figure 1c). As a poikilothermic animal, *C. elegans* ages faster at higher temperatures. If DAF‐16 activation is driven by aging, one would predict accelerated (or decelerated) DAF‐16::GFP nuclear accumulation in worms grown at 25°C (or 15°C) compared to those at 20°C. This is indeed the case (Figure 1d and e). We also noticed that near the end of the observation period, which lasted for 8–10 days, the extent of DAF‐16::GFP nuclear accumulation lessened somewhat. The microscopy result (Figure 1e) suggests that on adult day 3, there is substantial nuclear accumulation, and presumably activation, of DAF‐16 in WT animals grown at 25°C, but not at 15°C. This is validated by re‐analysis of the microarray data of day‐3 WT and *daf‐16(null)* adults cultured at 15°C or 25°C (Zhang et al., 2015), which identified 316 differentially expressed genes (DEGs) between WT and *daf‐16(null)* at 25°C, but only 37 DEGs at 15°C (Figure 1f).

**Figure 1:**
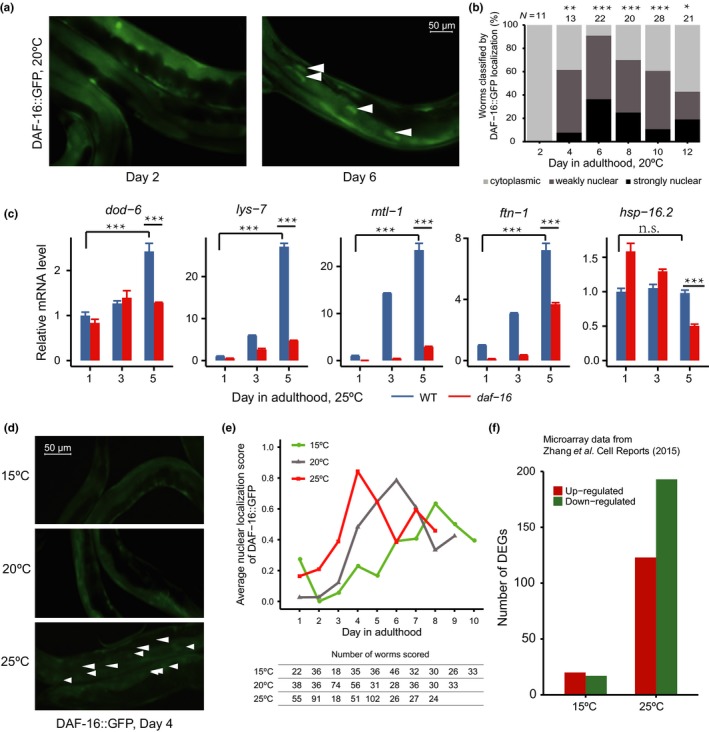
Activation of DAF‐16 during the normal aging process. (a and b) Age‐dependent nuclear accumulation of DAF‐16::GFP in wild‐type *Caenorhabditis elegans*. Representative images (a) and the quantitation result (b) are shown; the Fisher exact test was performed for DAF‐16::GFP localization comparing day 2 with other time points. More images are shown in Supporting Information Figure S1. *p < 0.05; **p < 0.01; ***p < 0.001; Fisher exact test, day 2 v.s. others. (c) Quantitative RT‐PCR analysis of known DAF‐16 target genes, expressed as mean ± standard error (*n* = 3). *p < 0.05; **p < 0.01; ***p < 0.001; Student's *t* test. (d and e) An increase in culture temperature accelerates DAF‐16 nuclear accumulation. Representative images and the quantitation result are shown in (d) and (e), respectively. The nuclear localization score is described in Experimental Procedures. On day 4, *p* < 0.05, 25°C versus 20°C; *p* < 0.01, 25°C versus 15°C; Fisher exact test. (f) Re‐analysis of published microarray data (Zhang et al., 2015). Plotted are the numbers of DEGs between wild‐type and *daf‐16(mgDf47) *worms on adult day 3 at either 15°C or 25°C

### 2.2 Effect of DAF‐16 activation on age‐associated gene expression changes

To fully characterize the phenomenon of DAF‐16 activation during aging, we performed mRNA‐Seq analysis of WT and *daf‐16(mu86) *null mutant worms at high temporal resolution. Samples were collected every 24 hr from adult 1 through day 7 at 25°C. The *fer‐15(b26ts)* allele, which causes temperature‐sensitive sterility but does not affect lifespan, was used in the background to avoid sample contamination by progeny. 

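The mRNA-Seq data comprised 42 polyadenylated RNA libraries, 3 for each strain on each of the 7 days. In the text, WT stands for worms carrying fer-15(b26ts) alone, and daf-16 for the daf-16(mu86); fer-15(b26ts) double mutant. The authors aligned the paired-end reads to the WS235 genome with HISAT2, counted reads per gene with HTSeq on the Ensembl v85 annotation, and deposited the counts of 20363 genes in each library without normalization. The paper left out 5 libraries as outliers after hierarchical clustering of samples by Spearman's correlation, namely replicate 3 of WT on days 2, 3 and 6, replicate 3 of daf-16 on day 2 and replicate 2 of daf-16 on day 5, which leaves 37 libraries. Counts summed over genes ranged from 20304962 to 32932874 in the 18 WT libraries kept, with a median of 26500649, and from 6121947 to 33071824 in the 19 daf-16 libraries kept, with a median of 23284261. The smallest library was replicate 3 of daf-16 on day 5. Counts were tested as deposited with edgeR's quasi-likelihood test, with TMM normalization, after genes with low counts were removed with filterByExpr. This left 16309 genes, which were fitted with a mean for each of the 14 combinations of strain and day and a shared estimate of the spread. The median SD of log2 CPM between replicates was 0.45 in WT and 0.44 in daf-16 on day 1. On days 2 to 7 it lay between 0.14 and 0.33. A shared estimate can therefore be too small for comparisons that involve day 1 and too large for those between later days. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called DEGs, and adjusted p values beside single genes come from the same test. Values over the 37 libraries are given before values over all 42. Deviations from the group mean had a mean correlation of 0.125 between libraries with the same number and -0.063 between libraries with different numbers. The fit was therefore repeated with the replicate number as a replicate block, and its values are given beside part of the results.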

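The daf-16 gene (WBGene00000912, chromosome I from 10750498 to 10776703 on the plus strand of WBcel235, protein coding) was followed through the libraries as a check of the strains, since its counts cover the whole gene and do not tell which part is transcribed. On day 1 its level, in CPM after TMM normalization, was 131, 173 and 155 in replicates 1, 2 and 3 of WT. It was 239, 171 and 251 in replicates 1, 2 and 3 of the libraries labelled daf-16, so 1 of the 3 lay within the range of WT and 2 lay above it. From day 2 on, the kept WT libraries lay between 157 and 217 CPM and the kept daf-16 libraries between 55.1 and 91.5. Among the libraries left out, daf-16 stood at 223, 231 and 254 CPM in WT on days 2, 3 and 6, and at 144 and 128 CPM in daf-16 on days 2 and 5. The log2 fold change of WT versus daf-16 was -0.50 (standard error 0.14, adjusted p = 0.061) on day 1 and 1.09 (standard error 0.18, adjusted p = 0.001) on day 2. Because the counts of daf-16 do not separate the strains on day 1, comparisons with day 1 of the mutant refer to the libraries labelled daf-16.

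**Figure D1:**
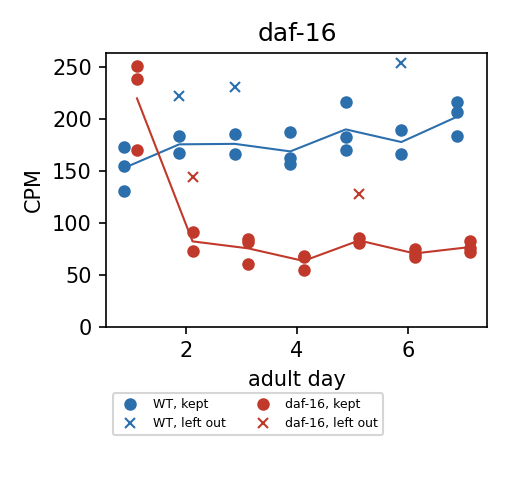
Level of the daf-16 gene in CPM (vertical axis) in each library by adult day (horizontal axis), with WT in blue and libraries labelled daf-16 in red. Circles are libraries kept by the paper, crosses are libraries left out, and lines join the means of the kept libraries. The libraries labelled daf-16 sit between 171 and 251 CPM on day 1 and do not exceed 144 CPM on later days.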

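In WT, the number of DEGs relative to day 1 was 6427 on day 2, 6339 on day 3, 7173 on day 4, 7470 on day 5, 7012 on day 6 and 8508 on day 7 over the 37 libraries kept by the paper. On day 2 these were 1959 up-regulated and 4468 down-regulated genes, and on day 7 they were 3017 and 5491. The count was highest on day 7, but did not rise on every day. With all 42 libraries it was 6325 on day 2, 7077 on day 3, 6773 on day 4, 7220 on day 5, 7498 on day 6 and 8143 on day 7. With the replicate block the numbers were 7139 on day 2, 6813 on day 3, 7943 on day 4, 8154 on day 5, 7484 on day 6 and 9135 on day 7. The day-2 count moved most when only the groups being compared were fitted, to 1552, and the day-7 count moved most when at least 10 counts were required in every library, to 5362. Against day 2 in place of day 1, 8, 374, 982, 1029 and 1676 genes passed the threshold on days 3, 4, 5, 6 and 7.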

For WT worms, using adult day 1 as reference, we found that the number of DEGs increased over the next 6 days (Figure 2a). For *daf‐16(mu86)* null animals, the increase in DEGs was much more abrupt (Figure 2b). 

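In the daf-16 mutant, the number of DEGs relative to the libraries labelled daf-16 on day 1 was 10709 on day 2, 11211 on day 3, 10993 on day 4, 9783 on day 5, 11210 on day 6 and 10887 on day 7. Up-regulated and down-regulated genes numbered 4515 and 6194 on day 2, and 4546 and 6341 on day 7. All 42 libraries gave 10652 on day 2, 10645 on day 3, 10346 on day 4, 10290 on day 5, 10663 on day 6 and 10311 on day 7, and the replicate block gave 11215 on day 2, 11771 on day 3, 11504 on day 4, 10478 on day 5, 11749 on day 6 and 11456 on day 7. When the day-1 libraries were exchanged between the strains, daf-16 libraries compared with WT on day 1 gave 7122 on day 2, 8000 on day 3, 7901 on day 4, 6020 on day 5, 8491 on day 6 and 7945 on day 7, and WT libraries compared with the libraries labelled daf-16 on day 1 gave 10613 on day 2, 9974 on day 3, 10690 on day 4, 10813 on day 5, 10299 on day 6 and 11376 on day 7. With day 2 as the reference, the daf-16 mutant had 2, 34, 10, 410 and 546 DEGs on days 3, 4, 5, 6 and 7.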

To find out which of the genes showing age‐associated expression changes were dependent on *daf‐16*, we compared the transcriptomes of WT and *daf‐16(null)* worms from day 1 through day 7 (Figure 2c). 

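The number of DEGs between WT and daf-16 was 88 on day 2, 126 on day 3, 265 on day 4, 116 on day 5, 203 on day 6 and 485 on day 7. Of the day-7 genes, 138 were higher in WT and 347 were lower. The counts over all 42 libraries were 167 on day 2, 150 on day 3, 180 on day 4, 12 on day 5, 287 on day 6 and 324 on day 7, and those with the replicate block were 151 on day 2, 175 on day 3, 470 on day 4, 196 on day 5, 265 on day 6 and 671 on day 7. Using DESeq2 in fits of only the 2 groups compared, an alternative chosen after seeing the data, moved each of these counts by the largest number of genes, to 368 on day 2, 379 on day 3, 681 on day 4, 308 on day 5, 1189 on day 6 and 1331 on day 7. Tested directly as the interaction of strain and day, which is the change since day 1 in daf-16 minus that in WT, the number of genes whose change since day 1 differed between the strains was 21 on day 2, 19 on day 3, 37 on day 4, 32 on day 5, 60 on day 6 and 19 on day 7. With all 42 libraries it was 255 on day 2, 32 on day 3, 28 on day 4, 2 on day 5, 88 on day 6 and 7 on day 7, and with the replicate block 57 on day 2, 91 on day 3, 88 on day 4, 101 on day 5, 118 on day 6 and 36 on day 7. On day 2 it moved most with 1 library left out at a time, ranging from 4 to 521, and it was 0 when only the 4 groups of the test were fitted, where 918 genes had an unadjusted p below 0.05.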

As shown, there are few DEGs between WT and *daf‐16(null)* on day 1, confirming that DAF‐16 activity in WT worms is inhibited, which is consistent with the cytoplasmic distribution pattern of DAF‐16::GFP on day 1. 

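On day 1, 301 genes differed between WT and the libraries labelled daf-16, with 193 higher and 108 lower in WT. Without adjustment, 3648 of the 16309 genes had a p below 0.05. The count was 263 with all 42 libraries, 1091 with the replicate block and 1475 with DESeq2's Wald test over all groups. Fits of only the day-1 libraries gave 2 with edgeR and 25 with DESeq2, the latter chosen after seeing the data. In this edgeR fit, 522 of 15048 genes had an unadjusted p below 0.05, so the 3648 genes above depend on the estimate of the spread shared with later days. With 1 day-1 library left out at a time, the edgeR count over all groups ranged from 32 to 3689. The median SD of log2 CPM between replicates was 0.45 for WT and 0.44 for the libraries labelled daf-16 on day 1, and 0.20 and 0.20 on day 2.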

We defined age‐ and *daf‐16‐*dependent DEGs for each day from day 2 to day 7 as those in Regions A and B in the Venn diagram illustration in Figure 2d, which increased from 43 on day 2 to 802 on day 7 (Figure 2d,e). 

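The number of genes in Regions A and B was 19 on day 2, 53 on day 3, 147 on day 4, 79 on day 5, 131 on day 6 and 361 on day 7. On day 7, 118 of them were in Region A and 243 in Region B, and the 214 down-regulated genes of Region B were the largest part. The sum over all 42 libraries was 17 on day 2, 48 on day 3, 93 on day 4, 6 on day 5, 145 on day 6 and 240 on day 7. In the fit with the replicate block it was 32 on day 2, 69 on day 3, 266 on day 4, 127 on day 5, 169 on day 6 and 486 on day 7. The day-5 number was below that of day 4 in both sets of libraries.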

The daily percentage of them among age‐dependent DEGs followed a similar trend rising from 1.2% on day 2 and peaking at 12.3% on day 6 (Figure 2f). 

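As a percentage of the age-dependent DEGs of WT, Regions A and B made up 0.30% on day 2, 0.84% on day 3, 2.05% on day 4, 1.06% on day 5, 1.87% on day 6 and 4.24% on day 7, with the highest value on day 7. The percentages over all 42 libraries were 0.27% on day 2, 0.68% on day 3, 1.37% on day 4, 0.080% on day 5, 1.93% on day 6 and 2.95% on day 7. The fits of only the 2 groups compared gave 10.2% on day 6 and 8.05% on day 7, with day 6 as the highest day.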

Besides the DEGs in Regions A and B, those in C and D are also *daf‐16* dependent in some aspects. Comparing the transcriptome of WT on day *x* relative to that of either WT on day 1 or the *daf‐16* mutant on day *x*, we found that the Spearman's correlation increased steadily from 0.03 on day 2 to 0.46 on day 7, suggesting that the *daf‐16* gene activity contributes more and more to age‐associated transcriptome remodeling (Supporting Information Figure S2). These mRNA‐Seq results are consistent with DAF‐16 activation during aging as indicated by DAF‐16::GFP nuclear accumulation (Figure 1).

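Spearman's correlation across the 16309 genes between the log2 fold change of WT on day x versus day 1 and that of WT versus daf-16 on day x was 0.067 on day 2, 0.217 on day 3, 0.302 on day 4, 0.366 on day 5, 0.381 on day 6 and 0.45 on day 7. Genes are not independent replicates, so no p value is given. The correlations over all 42 libraries were -0.104 on day 2, 0.173 on day 3, 0.303 on day 4, 0.343 on day 5, 0.333 on day 6 and 0.453 on day 7. Both fold changes contain the same WT libraries of day x. When separate WT libraries were used for each, the correlation was -0.066 on day 2, 0.103 on day 3, 0.265 on day 4, 0.232 on day 5, 0.255 on day 6 and 0.352 on day 7.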

**Figure 2:**
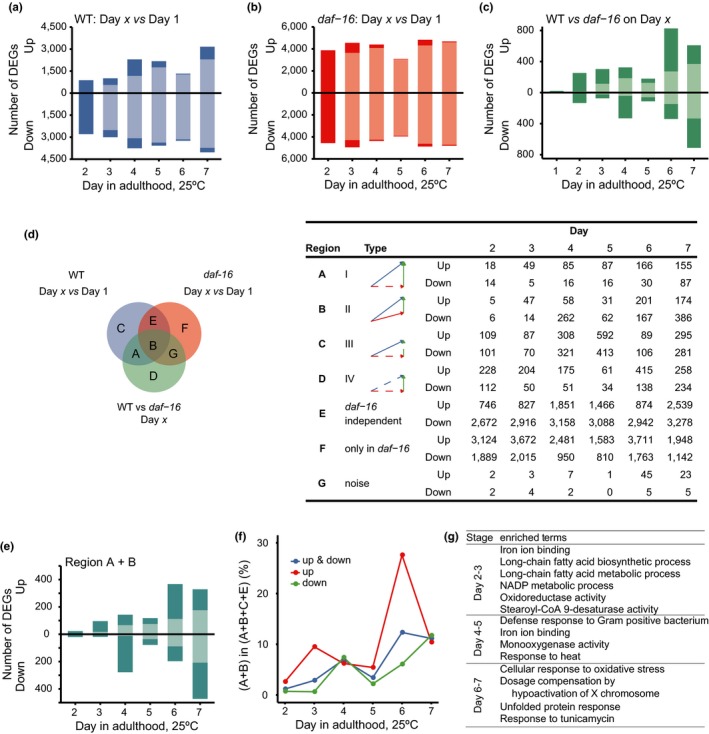
Transcriptome analysis of WT and *daf‐16(null) *adults from day 1 through day 7. (a) Number of genes that are up‐ or down‐regulated in WT on day *x* relative to day 1. Darker shades, DEGs detected for the first time; lighter shades, DEGs detected at a previous time point. (b) Number of genes that are up‐ or down‐regulated in *daf‐16(mu86) *worms on day *x* relative to day 1. (c) Number of genes that are up‐ or down‐regulated in WT relative to the *daf‐16(mu86) *mutant on each day from day 1 through day 7. (d) A mock Venn diagram to illustrate the subsets of DEGs according to how they are affected by age and by *daf‐16(mu86)* (left) and the number of DEGs of each subset on each day (right). A blue arrow denotes a change between Day 1 and Day *x* for WT, and a red one for the *daf‐16* mutant. A green arrow denotes the difference between WT and the *daf‐16 *mutant on Day *x*. Statistically significant differences are indicated by solid arrows, otherwise by dashed arrows. (e) Number of age‐ and DAF‐16‐dependent DEGs (Region A + B) on Day *x* relative to Day 1. (f) Percentage of age‐ and DAF‐16‐dependent DEGs at the indicated day of age for WT* Caenorhabditis elegans*. This is calculated as (Region A + B)/(Region A + B + C + E) × 100%. (g) Enriched GO terms among the up‐regulated genes in Region A + B. Corrected *p*‐value <0.05, fold enrichment >2

The mRNA‐Seq analysis also revealed that DAF‐16 plays a role in stabilizing the transcriptome against perturbations caused by aging. Without *daf‐16*, adding only one day of age on top of day 1 was enough to change the expression of 8,446 genes, whereas in the presence of *daf‐16*, it took five more days to reach 7,195 DEGs (Figure 2a,b). 

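On day 2 the daf-16 mutant had 1.67 times as many DEGs as WT, and 1.28 times as many on day 7. These ratios depended on the fit. They were 4.88 and 1.42 in edgeR fits of only the groups compared, and 2.74 and 1.59 with 2 libraries in every group. Relative to day 2 instead of day 1, and over the 37 libraries, WT had more DEGs than the mutant on each of days 3 to 7, with a daf-16 to WT ratio between 0.010 and 0.40. This direction was reversed with all 42 libraries on day 4, with a ratio of 1.72. It was also reversed in edgeR fits of only the groups compared on days 6 and 7, with ratios of 1.17 and 1.35, and in such fits with DESeq2, chosen after seeing the data, with ratios of 1.23 and 1.22. From the comparison of the 2 strains with their day 1 (Figure 2a,b), the paper concludes that DAF-16 stabilizes the transcriptome as worms age.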

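With up-regulated and down-regulated genes kept apart, DEGs of the daf-16 mutant that were not DEGs in the same direction in WT or between the strains (Region F) numbered 4890 on day 2, 5337 on day 3, 4485 on day 4, 3550 on day 5, 4973 on day 6 and 3382 on day 7. DEGs of WT that were not DEGs in the same direction in the mutant (Regions A and C) numbered 608 on day 2, 466 on day 3, 667 on day 4, 1238 on day 5, 775 on day 6 and 1005 on day 7. Over all 42 libraries Region F held 4843 on day 2, 4240 on day 3, 4193 on day 4, 3886 on day 5, 4109 on day 6 and 3135 on day 7, and Regions A and C held 517 on day 2, 672 on day 3, 622 on day 4, 816 on day 5, 946 on day 6 and 969 on day 7. Region F was the larger on every day in both sets. Among the Region F genes, the number with an interaction of strain and day past the threshold was 13 on day 2, 14 on day 3, 30 on day 4, 21 on day 5, 36 on day 6 and 12 on day 7.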

On each day after day 1, we found thousands of DEGs unique to the *daf‐16* mutant (Region F), greatly outnumbered the DEGs unique to the wild type (Regions A + C; Figure 2d).

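The share of Region F genes whose log2 fold change had the same sign in WT was 91.9% on day 2, 90.7% on day 3, 90.9% on day 4, 89.3% on day 5, 87.5% on day 6 and 89.1% on day 7. Their median ratio of the WT to the daf-16 log2 fold change lay between 0.35 and 0.42. Conversely, of the genes of Regions A and C, between 78.6% and 87.2% had the same sign in the mutant, with a median ratio of the daf-16 to the WT log2 fold change between 0.30 and 0.44. The share for Region F over all 42 libraries ranged from 87.8% to 92.6% over the 6 days.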

For nearly all the DEGs uniquely found in the *daf‐16* mutant (Region F), their expression levels also increased or decreased in the WT after day 1, but not statistically significant enough to be classified as DEGs in the WT. For all genes, the fold change of mRNA reads on day *x* relative to day 1 varied to a greater extent in the *daf‐16* mutant than in the WT (Supporting Information Figure S3).

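The interquartile range of the log2 fold changes of all genes relative to day 1 was larger in daf-16 than in WT by 0.724 on day 2, 0.709 on day 3, 0.704 on day 4, 0.633 on day 5, 0.617 on day 6 and 0.403 on day 7. For single libraries against the mean of their own strain on day 1, it was 1.60 ± 0.0038 (SD, n = 2) in WT and 2.34 ± 0.0679 (SD, n = 2) in daf-16 on day 2, and 1.78 ± 0.14 (SD, n = 3) and 2.21 ± 0.0086 (SD, n = 3) on day 7. Every daf-16 library lay above every WT library of the same day (2-sided exact permutation test on day 7, p = 0.1, the smallest that 3 libraries against 3 allow). The same held with the libraries left out by the paper, whose values were 1.40 for WT on day 2, 1.68 for WT on day 3, 1.91 for WT on day 6, 2.30 for daf-16 on day 2 and 2.29 for daf-16 on day 5. Against a common reference, the mean of the day-1 libraries of both strains, the difference was 0.118 on day 2, 0.161 on day 3, 0.15 on day 4, 0.058 on day 5, 0.055 on day 6 and -0.183 on day 7. On day 7 every WT library then lay above every daf-16 library, at 1.91 to 2.20 against 1.88 to 1.90 (2-sided exact permutation test, p = 0.1). All libraries of a strain share its day-1 mean, so the test against their own day 1 leaves out the error of that reference.

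**Figure D2:**
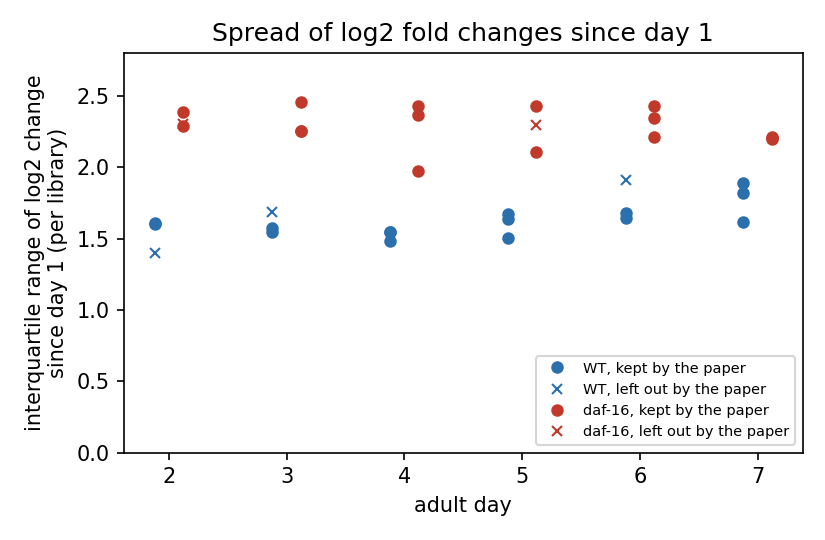
Interquartile range of log2 fold changes since day 1 over all genes (vertical axis, log2 units) in each library by adult day (horizontal axis), with WT in blue and daf-16 in red. Circles are libraries kept by the paper and crosses are libraries left out. On each day all daf-16 libraries sit above all WT libraries, each measured against the day-1 libraries of its own strain.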

In conclusion, the *daf‐16 *gene activity seems to fulfill the function of a “capacitor” for thousands of genes to resist age‐associated transcriptional alterations. This function was not known before, and it contrasts intriguingly with the regulator function of *daf‐16*, which activates or represses the expression of a few hundred genes after day 1 (Regions A + B). The regulator function of *daf‐16* directly shapes the age‐dependent expression profile of WT, but the capacitor function is hidden from view until *daf‐16* is deleted.

### 2.3 The age‐dependent DAF‐16 targets are not the same as the classic IIS‐dependent DAF‐16 targets

One immediate question about age‐associated activation of DAF‐16 is whether this is caused by a gradual reduction of IIS. To find out the answer, we looked into the expression profiles of the IIS targets during aging. The IIS targets, consisting of 1,663 genes that are up‐regulated (Class I) and 1,733 genes that are down‐regulated (Class II) upon DAF‐16 activation, have been defined by comparing the *daf‐2* mutant and the *daf‐2; daf‐16* double mutant at the beginning of adulthood (Tepper et al., 2013). If IIS decreases with age, the expression of Class I genes should increase and that of Class II genes should decrease with age in a *daf‐16*‐dependent manner. By examining the collective temporal expression profiles of the most highly ranked class I and class II genes, we found that as WT worms grow old, the top 100 class I genes tend to be up‐regulated in a *daf‐16*‐dependent manner, but their class II counterparts are down‐regulated independently of *daf‐16* (Figure 3a). Further analysis of all Class I genes by *k*‐means clustering showed that although 424 genes in clusters 1 and 2 support the idea of reduced IIS during aging, the other four clusters, containing nearly 1,000 genes, do not (Figure 3b). Collectively, these results show that DAF‐16 activation during aging cannot be simply explained by either activation or inactivation of IIS.

**Figure 3:**
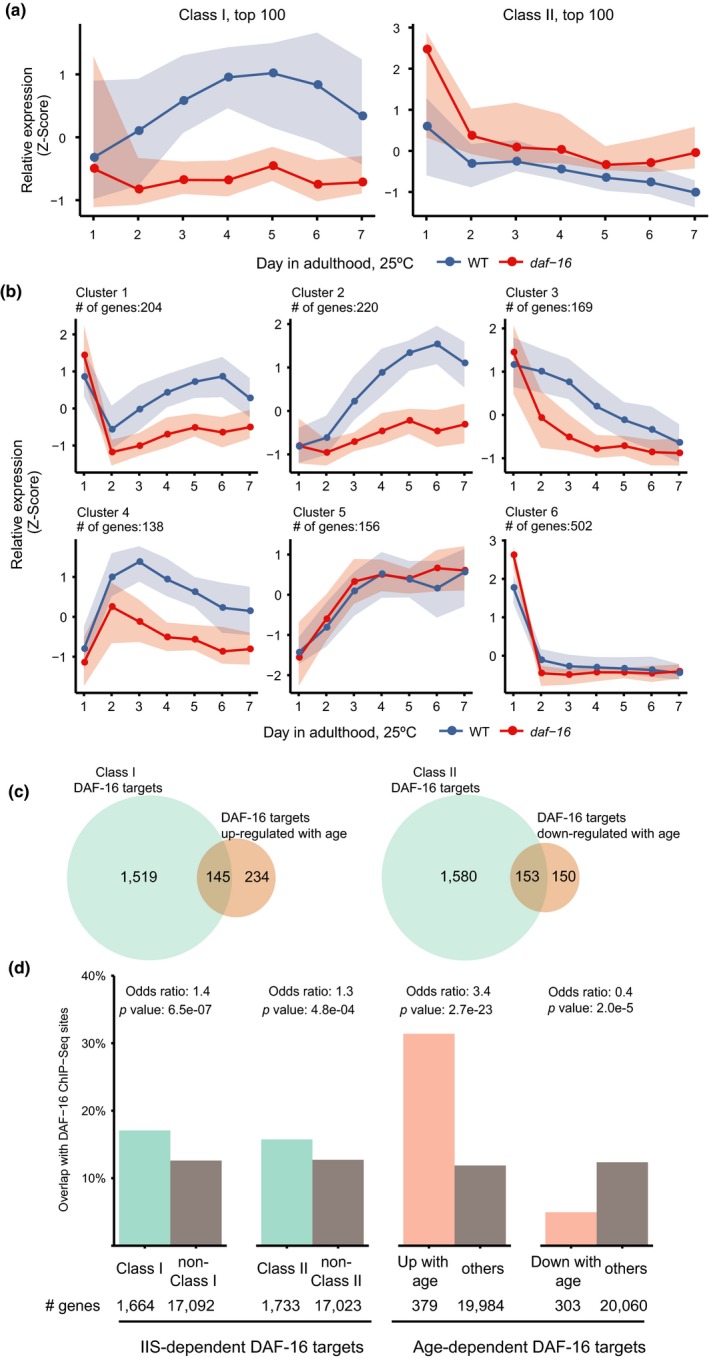
Genes regulated by DAF‐16 during aging are different from the classic insulin signaling targets. (a) Relative expression (*Z*‐Score) of the most prominent IIS targets in the first week of adulthood. Left panel: top 100 Class I genes; right panel: top 100 Class II genes. (b) *k*‐means clustering of the temporal expression profiles of Class I genes. For both (a) and (b), the lines and the shade boundaries indicate the 50th, 20th, and 80th percentiles. The expression levels of each gene across all samples are centered to the mean and scaled to the variance. (c) Overlap of the classic IIS targets and the genes regulated by DAF‐16 during aging. (d) Overlap of the classic IIS targets and the genes regulated by DAF‐16 during aging with DAF‐16 ChIP‐Seq binding sites

A close examination of the mRNA reads of insulin‐like (INS) peptides supported the above conclusion. Of the 22 *ins* genes quantified, *ins‐4*, *ins‐6*, *ins‐7*, *ins‐17*, *ins‐22*, *ins‐23*, *ins‐26*, *ins‐27*, *daf‐28*, and *daf‐31 *are relatively high‐confidence DAF‐2 agonists (Fernandes de Abreu et al., 2014), but their mRNA levels did not decrease with age in the WT; *ins‐1* and *ins‐3* are two relatively high‐confidence DAF‐2 antagonists (Fernandes de Abreu et al., 2014), but their mRNA levels did not increase with age (Supporting Information Figure S4). 

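Among the genes named here, ins-4 (WBGene00002087, chromosome II from 5996366 to 5997008) had a log2 fold change of 2.11 (standard error 0.55, adjusted p = 0.002) in WT on day 7 versus day 1. For ins-7 (WBGene00002090, chromosome IV from 9682011 to 9682845) it was 2.12 (standard error 0.52, adjusted p = 0.0012), for ins-22 (WBGene00002105, chromosome III from 10026289 to 10026686) 2.97 (standard error 0.49, adjusted p = 9.2e-06), and for ins-23 (WBGene00002106, chromosome III from 10028247 to 10028697) 2.92 (standard error 0.55, adjusted p = 5.5e-05). These values over all 42 libraries were 2.16 (adjusted p = 0.0044), 2.16 (adjusted p = 0.001), 3.00 (adjusted p = 2.5e-05) and 2.98 (adjusted p = 3.1e-04). The other genes of the agonist group, ins-6, ins-17, ins-26, ins-27, daf-28 and daf-31, did not pass the threshold, with log2 fold changes of -0.41, 0.39, 0.17, 0.00, -0.78 and 0.11. The antagonists ins-1 and ins-3 did not pass it either, with log2 fold changes of -0.09 and -0.57. Positions are those of WBcel235.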

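In WT, 7 of the 22 genes of the insulin group were higher on day 7 than on day 1, 2 were lower and 13 did not pass the threshold. The log2 fold change of ins-18 (WBGene00002101, chromosome I from 8147427 to 8149651) was -1.10 (standard error 0.47, adjusted p = 0.048), and with all 42 libraries it was -1.05 (adjusted p = 0.069), no longer past the threshold. The mRNA level of ins-19 (WBGene00002102, chromosome II from 3126037 to 3126441) was 0.0611 ± 0.0277 (SD, n = 3) CPM on day 1 and 13.7 ± 4.65 (SD, n = 3) CPM on day 7, a log2 fold change of 7.56 (standard error 0.66, adjusted p = 3.0e-10). Also past the threshold in WT were ins-37, with a log2 fold change of -2.13 (standard error 0.51, adjusted p = 9.0e-04), ins-2 with 4.77 (standard error 1.09, adjusted p = 5.7e-04) and ins-8 with 4.56 (standard error 1.49, adjusted p = 0.012). The level of ins-2 was 0.0907 ± 0.0917 (SD, n = 3) CPM on day 1 and that of ins-8 was 0.0301 ± 0.0261 (SD, n = 3) CPM. The size of these changes, like that of ins-19, therefore rests on few counts on day 1.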

For the other *ins* mRNA quantified, it remains unclear whether they encode agonists or antagonists, but none except *ins‐18* and *ins‐19* showed obvious age‐associated expression changes in the WT (Supporting Information Figure S4).

To better characterize the age‐dependent DAF‐16 target genes, we defined them as those whose expression levels were significantly higher or lower in the WT than in the *daf‐16(mu86)* mutant on both day 6 and day 7 when the number of DEGs rose to a peak (Figure 2c), and on both days, the fold change of WT versus *daf‐16(mu86)* must be greater than that on day 1. This led to a total of 379 target genes that are up‐regulated by DAF‐16 with age and 303 that are down‐regulated by DAF‐16 with age. 

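Applied to the edgeR results with the adjusted p threshold of 0.1 stated in the methods, this definition gave 117 genes up-regulated and 76 genes down-regulated by DAF-16. All 42 libraries gave 123 and 81, and the replicate block gave 159 and 109. In edgeR fits of only the groups compared, the numbers were 265 and 248, with 253 and 228 of them in the paper's Table S1. DESeq2 fits of only those groups, chosen after seeing the data, gave 409 and 311, with 372 and 295 in Table S1. Of the genes from the edgeR fit of all groups over the 37 libraries, 95 up-regulated and 71 down-regulated ones are in Table S1. The log2 fold change on day 7 over the paper's lists had a median of 0.77 for the up-regulated and -1.51 for the down-regulated genes. The largest increases over days 6 and 7, among genes whose libraries did not overlap between strains, were those of clx-1 (WBGene00000551, chromosome IV from 7734648 to 7736324), with a log2 fold change of 8.46 (standard error 1.02, adjusted p = 5.6e-06) on day 7, scl-20 (WBGene00013972, chromosome V from 18732798 to 18734481) with 7.39 (standard error 1.21, adjusted p = 0.001), and C06H5.14 (WBGene00219447, chromosome V from 17904129 to 17904329) with 8.53 (standard error 1.22, adjusted p = 3.8e-04). The largest decreases were those of C27C7.1 (WBGene00007766, chromosome I from 11439289 to 11440709), with -9.59 (standard error 0.54, adjusted p = 6.1e-13), F54D12.9 (WBGene00018822, chromosome II from 1380943 to 1381718) with -6.30 (standard error 1.31, adjusted p = 0.0057), and F55G11.2 (WBGene00010123, chromosome IV from 12967445 to 12969289) with -4.09 (standard error 0.80, adjusted p = 0.0027). C27C7.1 also differed on day 1, by -8.50 (standard error 0.52, adjusted p = 6.2e-12). Over all 42 libraries the day-7 values of these genes were 8.50 (adjusted p = 0.0016), 7.43 (adjusted p = 0.036), 8.56 (adjusted p = 0.0046), -9.55 (adjusted p = 9.5e-11), -6.30 (adjusted p = 0.013) and -4.05 (adjusted p = 0.0029), in this order. Coordinates refer to WBcel235.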

Not surprisingly, less than 10% of the classic IIS‐dependent DAF‐16 targets, either Class I or Class II, are age‐dependent DAF‐16 targets (Figure 3c, Supporting Information Table S1). Conversely, only 50% or less of the age‐dependent DAF‐16 targets were previously identified as IIS‐dependent DAF‐16 targets (Figure 3c).

Using the DAF‐16 ChIP‐Seq data produced by the ModEncode project (Gerstein et al., 2010), we found a 3.4‐fold enrichment of the in vivo DAF‐16 binding sites among the target genes activated by DAF‐16 on adult days 6–7, and a remarkable 2.5‐fold depletion of these sites among the targets repressed by DAF‐16 (Figure 3d). In contrast, the same in vivo DAF‐16 binding sites were enriched moderately (1.3‐ or 1.4‐fold) among the IIS‐dependent DAF‐16 targets of either Class I (activated by DAF‐16) or Class II (repressed by DAF‐16; Figure 3d). This again suggests that IIS is unlikely the only mechanism that governs DAF‐16 activation during aging.

Echoing the same conclusion, KEGG analysis of the IIS‐dependent DAF‐16 targets and the age‐dependent DAF‐16 targets uncovered a unique set of KEGG terms that are enriched in the latter. Most intriguingly, genes involved in mTOR signaling or ErbB signaling are specifically enriched among the targets up‐regulated by DAF‐16 on days 6–7 (Figure S5b). KEGG term enrichment analysis results of other categories of genes with age‐dependent expression changes are shown in Supporting Information Figure S6.

### 2.4 Activation of DAF‐16 in response to age‐associated proteostasis collapse

Next, we tried to find out what may be the cause of DAF‐16 activation in the normal aging process. Besides IIS, DAF‐16 can be regulated by other signals in the cellular environment, including various stress signals such as heat, oxidative stress, and starvation (Henderson & Johnson, 2001). Since different types of stress are typically coupled together during the aging process, discerning cause and consequence remains the most challenging in aging research. In this study, we focused on the collapse of proteostasis as it is shown to be an early and profound aging phenotype in *C. elegans* and is proposed to be a driving force of aging (Ben‐Zvi, Miller, & Morimoto, 2009). The collapse of proteostasis induces the expression of various heat‐shock proteins (HSPs), which help refold damaged proteins. From our mRNA‐Seq data, we found evidence of *daf‐16*‐dependent induction of multiple small HSPs a few days into the adulthood (Figure 4a).

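Of the 9 small HSP genes, 2 were higher in WT than in daf-16 on day 6 past the threshold. For hsp-12.6 (WBGene00002013, chromosome IV from 9446229 to 9447228) the level on day 6 was 6.06 ± 3.19 (SD, n = 2) CPM in WT and 0.284 ± 0.059 (SD, n = 3) CPM in daf-16, with a log2 fold change of 4.31 (standard error 0.88, adjusted p = 0.0073). For hsp-12.3 (WBGene00002012, chromosome IV from 9444791 to 9445507) the log2 fold change was 2.28 (standard error 0.48, adjusted p = 0.0089), while its level fell from day 1 to day 7 in WT, with a log2 fold change of -1.52 (standard error 0.40, adjusted p = 0.0021). The values of the 2 genes on day 6 were 4.03 (adjusted p = 0.014) and 2.12 (adjusted p = 0.012) with all 42 libraries, and 3.72 (adjusted p = 2.8e-05) and 2.15 (adjusted p = 0.0036) with the replicate block. The other genes, hsp-16.1, hsp-16.2, hsp-16.41, hsp-16.48, sip-1, hsp-12.1 and hsp-12.2, had log2 fold changes of 1.72, 1.69, 1.84, 1.82, 1.36, -0.59 and -0.11 on day 6 and did not pass (adjusted p from 0.221 to 0.955). With the replicate block they were 1.60, 1.48, 1.64, 2.02, 1.17, -0.79 and -0.22 and did not pass either (adjusted p from 0.104 to 0.838). The edgeR fit of only the 2 groups compared gave 1.75 (adjusted p = 0.011) for hsp-16.2, 1.90 (adjusted p = 0.017) for hsp-16.41 and 1.40 (adjusted p = 7.1e-04) for sip-1, all past the threshold. On day 7, sip-1 passed with the replicate block, at 1.41 (adjusted p = 0.041), and not without it, at 1.45 (adjusted p = 0.084). Among same-numbered libraries of day 6, which include the left-out replicate 3 of WT, the 4 hsp-16 genes were each higher in WT in 3 of 3 pairs, and on day 7 hsp-16.2 and hsp-16.41 were, while hsp-16.1 was in 2 and hsp-16.48 in 1. A two-sided exact sign test of 3 pairs cannot go below p = 0.25. The values of hsp-16.1 and hsp-16.48 are uncertain, because reads could be split with their near-identical copies hsp-16.11 and hsp-16.49. In WT, hsp-16.2 (WBGene00002016, chromosome V from 1804334 to 1804957) rose from day 2 to day 7 with a log2 slope of 0.52 (standard error 0.12, adjusted p = 0.0015) per day, and the slope was 0.15 (standard error 0.10, adjusted p = 0.33) in daf-16. Its interaction of strain and day on day 7 was not past the threshold, with a log2 value of -2.28 (standard error 0.82, adjusted p = 0.26). Replicate 1 had the highest hsp-16.2 level in 11 of the 14 groups of 3 libraries. Positions are those of WBcel235.

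**Figure D3:**
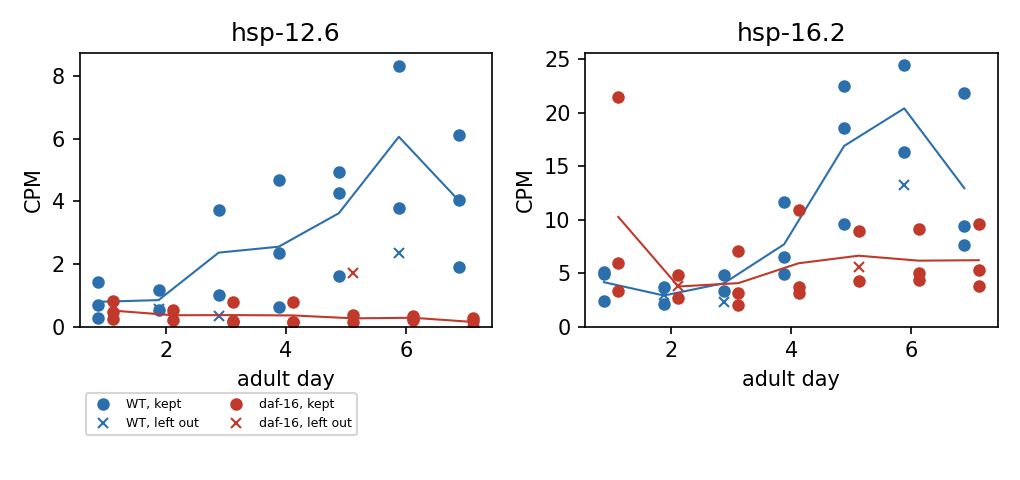
Levels of hsp-12.6 (left) and hsp-16.2 (right) in CPM (vertical axes) in each library by adult day (horizontal axes), with WT in blue and daf-16 in red. Circles are libraries kept by the paper, crosses are libraries left out, and lines join the means of the kept libraries. On day 6 the WT mean of hsp-12.6 is 6.06 CPM and that of hsp-16.2 is 20.4 CPM.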

**Figure 4:**
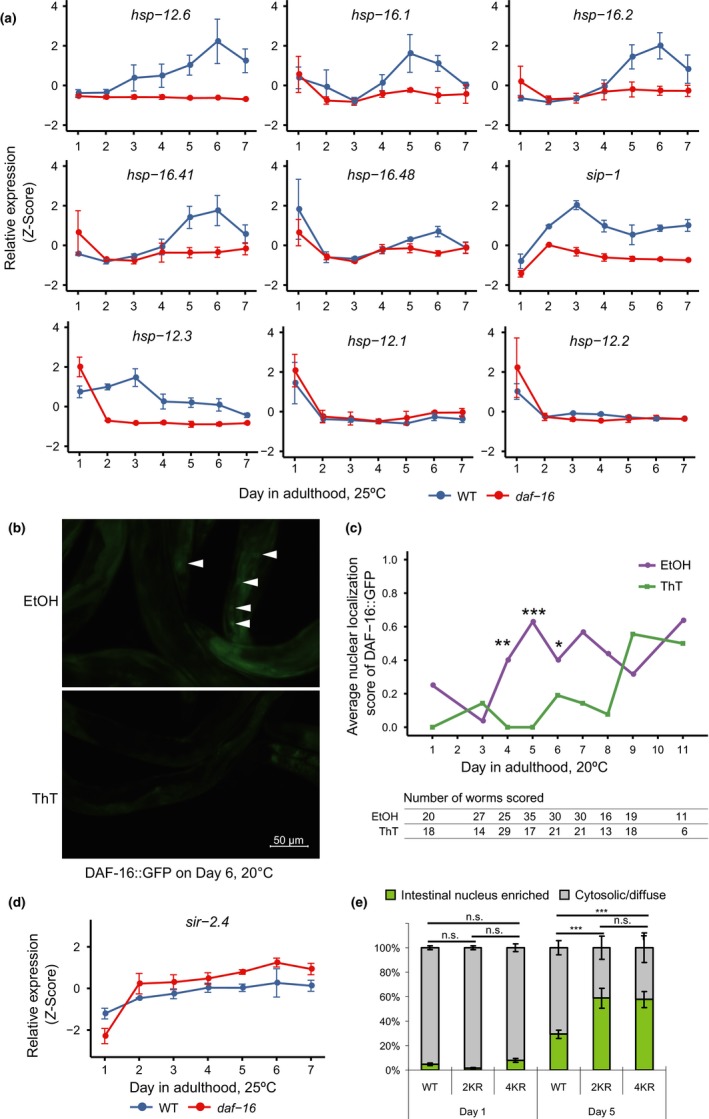
Activation of DAF‐16 during aging is connected to the loss of proteostasis. (a) Temporal expression profiles of the genes encoding small heat‐shock proteins. (b and c) Thioflavin T (ThT) attenuated age‐dependent DAF‐16 nuclear localization. Representative images (b) and the quantitation result (c) are shown. *p < 0.05; **p < 0.01; ***p < 0.001; ThT v.s. EtOH on the same day, Fisher exact test. (d) The temporal expression profile of *sir‐2.4.* (e) DAF‐16 K to R mutations, which abolish acetylation and sensitize DAF‐16 for nuclear translocation, enhanced age‐dependent nuclear accumulation of DAF‐16::GFP. Data were analyzed from three independent biological repeats, and the *p*‐values were calculated using chi‐square test. *N* > 60

Additionally, gene ontology (GO) analysis of age‐ and DAF‐16‐dependent DEGs have suggested that among the up‐regulated DEGs identified from day 4 to day 7, a number of stress response terms are significantly enriched (Figure 2g). For example, response to heat and defense response to Gram‐positive bacterium is enriched most prominently on day 4 and day 5; unfolded protein response, cellular response to oxidative stress, and response to tunicamycin (ER stress) are enriched on day 6 and day 7.

This suggests that the collapse of proteostasis is a plausible cause of DAF‐16 activation in older worms particularly on day 6 and day 7. To test this hypothesis, we treated *C. elegans* with thioflavin T (ThT), a compound that improves proteostasis and extends lifespan by binding to and stabilizing amyloids (Alavez, Vantipalli, Zucker, Klang, & Lithgow, 2011). Indeed, ThT treatment delayed nuclear accumulation of DAF‐16::GFP by 5 days at 20°C (Figure 4b,c), suggesting that the collapse of proteostasis is a cause for DAF‐16 activation in older worms, although it may not be the only one.

SIR‐2.4, the *C. elegans* homolog of mammalian SIRT6 and SIRT7, promotes stress‐induced DAF‐16 nuclear localization by removing the acetyl modification groups from several lysine residues of DAF‐16 (Chiang, Tishkoff, et al., 2012). Our mRNA‐Seq experiments showed that the expression of *sir‐2.4* was elevated in older worms (Figure 4d). 

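The level of sir-2.4 (WBGene00004803, chromosome I from 5990741 to 5992665 of WBcel235) in WT was 31.2 ± 3.62 (SD, n = 3) CPM on day 1 and 42.1 ± 3.96 (SD, n = 3) CPM on day 7. This is a log2 fold change of 0.38 (standard error 0.17, adjusted p = 0.067), not past the threshold over the 37 libraries, and of 0.43 (adjusted p = 0.018) over all 42, where it passed. The value with the replicate block was 0.37 (adjusted p = 0.051). In daf-16 the log2 fold change relative to the libraries labelled daf-16 on day 1 was 1.14 (standard error 0.17, adjusted p = 2.6e-06). Between days 2 and 7 the log2 slope per day was 0.03 (standard error 0.02, adjusted p = 0.32) in WT and 0.04 (standard error 0.02, adjusted p = 0.14) in daf-16. The difference between the strains in the change since day 1 was not past the threshold on day 7, with an interaction of 0.76 (standard error 0.24, adjusted p = 0.22).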

Induction of *sir‐2.4* is in favor of promoting DAF‐16 nuclear localization. Consistently, 2KR and 4KR mutations, both of which preclude CBP‐1‐dependent acetylation and thus sensitize DAF‐16, enhanced age‐dependent nuclear localization of DAF‐16::GFP (Figure 4e). To sum up, the evidence above strongly suggests a mechanism of DAF‐16 activation in response to age‐associated cellular stress.

### 2.5 Additional transcription factors cooperate with DAF‐16 to shape the aging transcriptome

Lastly, we asked what additional transcription factors besides DAF‐16 may take part in age‐associated transcriptome remodeling. 

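DEGs relative to day 1 that changed in the same direction in WT and in daf-16, and were not DEGs between the strains in that direction on the same day (Region E), numbered 5814 on day 2, 5858 on day 3, 6414 on day 4, 6208 on day 5, 6184 on day 6 and 7260 on day 7. On day 7 these were 2435 up-regulated and 4825 down-regulated genes. The number over all 42 libraries was 5804 on day 2, 6392 on day 3, 6109 on day 4, 6400 on day 5, 6501 on day 6 and 7030 on day 7.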

The mRNA‐Seq analysis uncovered thousands of DAF‐16‐independent DEGs from day 2 to day 7, compared with day 1 (Region E, Figure 2d). 

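Genes that were DEGs in WT, in daf-16 and between the strains in the same direction (Region B) numbered 5 on day 2, 15 on day 3, 92 on day 4, 24 on day 5, 53 on day 6 and 243 on day 7. Over all 42 libraries the number was 4 on day 2, 13 on day 3, 42 on day 4, 4 on day 5, 51 on day 6 and 144 on day 7. The replicate block gave 337 on day 7 and 5 on day 2.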

Also, there are DEGs that are only partially dependent on DAF‐16 (Region B, Figure 2d). Expression of *daf‐16* itself increases with age (Figure 5a), which is likely a result of transcriptional activation by other transcription factors, because *daf‐16* is not a class I gene, that is, not a target of positive regulation by its own gene product (Tepper et al., 2013). Thus, there must be additional TFs that govern age‐dependent transcription. 

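In WT the mean level of daf-16 was 153 ± 21 (SD, n = 3) CPM on day 1 and 202 ± 16.8 (SD, n = 3) CPM on day 7, a log2 fold change of 0.37 (standard error 0.14, adjusted p = 0.034). With all 42 libraries it was 0.41 (adjusted p = 0.1) and did not pass the threshold, and with the replicate block it was 0.36 (adjusted p = 0.018). Over days 2 to 7 the log2 slope in WT was 0.04 (standard error 0.03, adjusted p = 0.24) per day. The left-out WT libraries of days 2, 3 and 6 lay above the kept WT libraries of their day. In the mutant, daf-16 counts on day 7 were below those of the libraries labelled daf-16 on day 1, with a log2 fold change of -1.49 (standard error 0.15, adjusted p = 1.9e-09).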

We examined the temporal expression profiles of seven additional TFs that have been shown to play a role in lifespan regulation (Figure 5a). 

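For hsf-1 (WBGene00002004, chromosome I from 11953507 to 11963085) the log2 fold change on day 7 relative to day 1 was 0.61 (standard error 0.18, adjusted p = 0.0062) in WT and 0.91 (standard error 0.18, adjusted p = 1.1e-04) in daf-16. For skn-1 (WBGene00004804, chromosome IV from 5651039 to 5660384) it was 0.75 (standard error 0.19, adjusted p = 0.002) in WT and 0.68 (standard error 0.19, adjusted p = 0.003) in daf-16, and for elt-2 (WBGene00001250, chromosome X from 10481240 to 10483441) -0.80 (standard error 0.21, adjusted p = 0.0025) in WT and -1.31 (standard error 0.21, adjusted p = 6.0e-06) in daf-16. The WT values with all 42 libraries were 0.66 (adjusted p = 0.0019), 0.79 (adjusted p = 7.1e-04) and -0.76 (adjusted p = 0.0062). In daf-16, where day 1 refers to the libraries labelled daf-16, they were 0.90 (adjusted p = 4.1e-05), 0.67 (adjusted p = 0.0024) and -1.34 (adjusted p = 8.6e-06). On day 2 the log2 fold changes were already 0.70, 0.72 and -0.63 in WT and 0.96, 0.57 and -1.28 in daf-16. The WT log2 slopes per day over days 2 to 7 were -0.02 (adjusted p = 0.51), 0.00 (adjusted p = 0.95) and -0.05 (adjusted p = 0.33), and those in daf-16 were -0.01 (adjusted p = 0.62), 0.01 (adjusted p = 0.83) and -0.03 (adjusted p = 0.54). Coordinates refer to WBcel235.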

In both WT and *daf‐16* mutant worms, expression of *hsf‐1* and *skn‐1* increased with age, while expression of *elt‐2* decreased with age. In contrast, the age‐dependent increase in *pqm‐1* expression was dependent on *daf‐16*, and so was that of *hlh‐30*. 

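The log2 fold change of pqm-1 (WBGene00004096, chromosome II from 11150391 to 11152595) on day 7 relative to day 1 was 0.04 (standard error 0.26, adjusted p = 0.91) in WT and -0.51 (standard error 0.26, adjusted p = 0.084) in daf-16, where day 1 refers to the libraries labelled daf-16. For hlh-30 (WBGene00020930, chromosome IV from 4014793 to 4034951) it was 0.29 (standard error 0.25, adjusted p = 0.34) in WT and -0.69 (standard error 0.25, adjusted p = 0.016) in daf-16. With all 42 libraries the WT values were 0.07 (adjusted p = 0.85) and 0.33 (adjusted p = 0.45), and the daf-16 value of hlh-30 was -0.72 (adjusted p = 0.078), no longer past the threshold. The sign of the WT value of pqm-1 changed with the replicate block, which gave -0.0030 (adjusted p = 0.99). With 1 library left out at a time, the WT value of pqm-1 ranged from -0.145 to 0.511 and that of hlh-30 from 0.221 to 0.515. On day 1 pqm-1 stood at 18.5, 17.2 and 34.1 CPM in replicates 1, 2 and 3 of WT. The difference between the strains in the change since day 1 was not past the threshold for either gene, with an interaction of -0.55 (standard error 0.37, adjusted p = 0.56) for pqm-1 and -0.98 (standard error 0.35, adjusted p = 0.26) for hlh-30. Over the 37 libraries the WT values were highest on day 6, at 0.60 (standard error 0.29, adjusted p = 0.094) for pqm-1 and 0.39 (standard error 0.27, adjusted p = 0.26) for hlh-30, and neither gene passed the threshold in WT on any of days 2 to 7. In daf-16 the day-6 values were -0.59 (standard error 0.26, adjusted p = 0.046) and -0.70 (standard error 0.25, adjusted p = 0.015), and the interaction on day 6 was -1.19 (standard error 0.39, adjusted p = 0.16) and -1.09 (standard error 0.37, adjusted p = 0.17). Between WT and daf-16, the log2 fold change of pqm-1 was -0.18 on day 2, 0.33 on day 3, 0.26 on day 4, 0.32 on day 5, 0.62 on day 6 and -0.01 on day 7, and that of hlh-30 was 0.47 on day 2, 0.24 on day 3, 0.06 on day 4, 0.43 on day 5, 0.52 on day 6 and 0.42 on day 7. None of these passed the threshold, the lowest adjusted p of the 6 days being 0.36 for pqm-1 and 0.45 for hlh-30, and 0.271 and 0.459 with the replicate block. Among same-numbered libraries, pqm-1 was higher in WT in 12 of 12 pairs on days 3 to 6, in 0 of 3 on day 2 and in 2 of 3 on day 7, and hlh-30 in 14 of 18 on days 2 to 7. Over the pairs kept by the paper these were 9 of 9, 0 of 2, 2 of 3 and 12 of 14. On day 7 hlh-30 lay between 40.2 and 53.1 CPM in the WT libraries and between 35.3 and 35.6 CPM in the daf-16 libraries, a separation for which an exact permutation test of 3 libraries against 3 cannot go below p = 0.10. Positions are those of WBcel235.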

The temporal expression profiles of *pha‐4* and *dve‐1* were more complex. 

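For pha-4 (WBGene00004013, chromosome V from 20753052 to 20760317 of WBcel235), the WT level was 6.43 ± 2.86 (SD, n = 3) CPM on day 1, 4.16 ± 0.899 (SD, n = 2) on day 2 and 6.02 ± 1.71 (SD, n = 3) on day 7. The log2 fold change on day 7 was -0.12 (standard error 0.29, adjusted p = 0.76) in WT and -0.69 (standard error 0.29, adjusted p = 0.038) in daf-16 relative to the libraries labelled daf-16 on day 1. For dve-1 (WBGene00022861, chromosome X from 427035 to 433812) it was -0.60 (standard error 0.23, adjusted p = 0.031) in WT and -1.09 (standard error 0.23, adjusted p = 2.1e-04) in daf-16. All 42 libraries gave -0.09 (adjusted p = 0.81) and -0.58 (adjusted p = 0.042) in WT, and -0.73 (adjusted p = 0.03) and -1.13 (adjusted p = 1.7e-04) in daf-16. For dve-1 in WT the replicate block gave -0.59 (adjusted p = 0.029). It did not pass with DESeq2's Wald test over all groups, at -0.53 (adjusted p = 0.058), or in edgeR fits of only the groups compared, at -0.55 (adjusted p = 0.25). With 1 library left out at a time, the WT log2 fold change of dve-1 ranged from -0.794 to -0.162. From day 2 to day 7 the log2 slope per day in WT was 0.13 (standard error 0.05, adjusted p = 0.058) for pha-4 and -0.01 (standard error 0.04, adjusted p = 0.82) for dve-1.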

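Of 16 target genes of these transcription factors, not counting gst-4, gst-5, gst-7, gst-10, gst-13, gst-31 and gst-38, 8 were higher and 2 lower in WT on day 7 than on day 1, and 6 did not pass the threshold. The higher genes were hsp-6, T28H10.3, atg-9, atg-18, sqst-1, vps-11, sod-4 and sod-5, and the lower genes were ges-1 and gst-42. The largest increase was that of sod-5 (WBGene00007036, chromosome II from 4417633 to 4419130 of WBcel235), with a log2 fold change of 2.74 (standard error 0.67, adjusted p = 0.0011), and the largest decrease was that of gst-42 (WBGene00001790, chromosome X from 11726264 to 11727936), with -2.06 (standard error 0.25, adjusted p = 6.6e-08). Their values over all 42 libraries were 2.75 (adjusted p = 0.0024) and -2.03 (adjusted p = 8.3e-08). In daf-16, 8 genes were higher and 3 lower than in the libraries labelled daf-16 on day 1.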

The expression profiles of some of these transcription factors’ target genes are shown in Supporting Information Figure S7. We wondered whether *hsf‐1* and *skn‐1* may cooperate with *daf‐16* during aging, because they are critical for stress response (An & Blackwell, 2003; Hsu, Murphy, & Kenyon, 2003) and their expression levels increase with age. Using the transcriptional reporter strains of *dod‐3*, *mtl‐1,* and *hsp‐16.2*, we found that *hsf‐1* is required for the enhanced expression of *hsp‐16.2p::nCherry* in mid‐aged worms, but not for that of *dod‐3p::gfp* and *mtl‐1p::bfp* (Figure 5b,c). *skn‐1* RNAi had no effect on all three. 

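In WT, 5 of the 6 genes gst-4, gst-5, gst-7, gst-10, gst-13 and gst-38 were lower on day 7 than on day 1. The log2 fold change was -2.38 (standard error 0.42, adjusted p = 2.9e-05) for gst-10 (WBGene00001758, chromosome V from 2561690 to 2564645), -2.22 (standard error 0.58, adjusted p = 0.002) for gst-38 (WBGene00001786, chromosome V from 15915162 to 15916070), -1.98 (standard error 0.44, adjusted p = 4.1e-04) for gst-5 (WBGene00001753, chromosome II from 10950352 to 10951603), -1.69 (standard error 0.42, adjusted p = 0.0014) for gst-4 (WBGene00001752, chromosome IV from 10142225 to 10143099), and -1.39 (standard error 0.28, adjusted p = 1.2e-04) for gst-13 (WBGene00001761, chromosome II from 9231457 to 9232344). The same 5 genes were lower in daf-16 relative to the libraries labelled daf-16 on day 1, with log2 fold changes from -1.73 to -1.19. The value of gst-7 was -0.04 (standard error 0.30, adjusted p = 0.91) in WT, and its sign changed to positive with all 42 libraries, 0.02 (adjusted p = 0.97). For gst-31, a further gene of this group, it was -1.10 (standard error 0.59, adjusted p = 0.12), not past the threshold. All 42 libraries left the other 5 genes past the threshold in WT, with log2 fold changes from -2.33 to -1.36. Coordinates refer to WBcel235.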

Six well‐characterized *skn‐1* target genes (*gst‐4/5/7/10/13/38*) (Oliveira et al., 2009; Tullet et al., 2008) are generally down‐regulated during aging (Supporting Information Figure S7), which is consistent with a previous finding (Ewald, Landis, Porter Abate, Murphy, & Blackwell, 2015) and thus indicates a loss of SKN‐1 transcriptional activity despite the increase in *skn‐1* mRNA. We also examined the effect of *elt‐2* RNAi, as *elt‐2 *has been reported to regulate insulin signaling targets and is responsible for age‐dependent down‐regulation of several hundred genes (Mann et al., 2016; Zhang, Judy, Lee, & Kenyon, 2013). Indeed, *elt‐2* was required for the induction of *dod‐3p::gfp* and *mtl‐1p::bfp* expression in mid‐aged worms (Figure 5b,c). Therefore, at least two additional TFs, ELT‐2 and HSF‐1, modulate gene expression changes with age. It remains to be known whether or not they interact with DAF‐16, and how.

**Figure 5:**
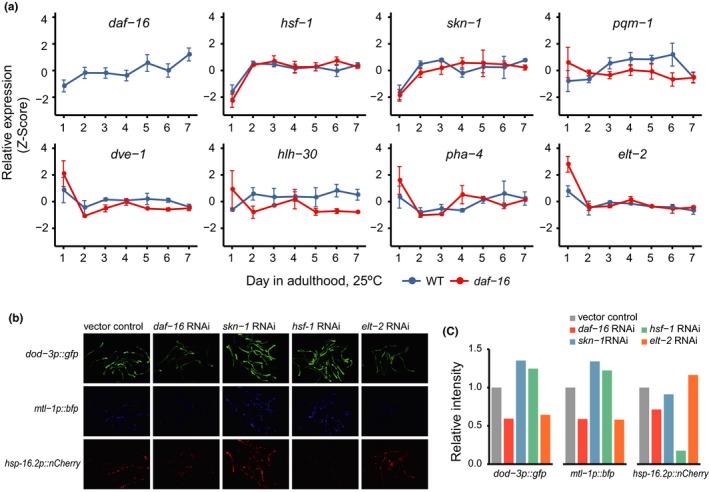
Additional Transcription factors cooperate with DAF‐16 to shape age‐dependent gene expression changes. (a) Expression profiles of *daf‐16* and seven additional transcription factors as seen in our mRNA‐Seq analysis. (b and c) Knocking down some of the transcription factors by RNAi affected the expression of *dod‐3*, *mtl‐1*, and *hsp‐16.2* on adult day 5 as indicated by fluorescent reporters. Representative images (b) and the quantitation result (c) are shown

### 2.6 Importance of DAF‐16 for wild‐type lifespan

The above results strongly suggest that DAF‐16 plays an important role during the normal aging process of *C. elegans*. However, the *daf‐16(null)* mutants live only slightly shorter than WT under the standard lifespan assay condition of 20°C, with plenty of OP50 food on NGM plates (Lin et al., 2001). As DAF‐16 is activated during aging in response to internal stress, we suspect that under the standard assay condition of minimal stress, the importance of DAF‐16 may be masked. We therefore carried out a set of lifespan assays under less‐favorable conditions by raising the temperature from 20°C to 25°C or by applying paraquat (PQ) at low concentrations starting from adult day 1 or day 4 (Figure 6, Supporting Information Table S2). None of these treatments shortened the WT lifespan by more than 2 days, and some even extended the WT lifespan due to a hormesis effect (Figure 6e, Supporting Information Table S2). As shown, *daf‐16(null)* reduced the WT lifespan by only 1.3 days or 6.8% under the standard assay condition. Under the less‐favorable conditions, *daf‐16(null)* reduced substantially the WT lifespan by 14.1% to 26.9% (Figure 6g). To be noted, the treatment of 1.0 mM paraquat from adult day 4 at 20°C did not affect the WT lifespan (*p* = 0.94), and under this condition, *daf‐16(null)* shortened WT lifespan by 19.3% (*p* < 0.001) (Figure 6a,f and g, Supporting Information Table S2). These results demonstrate that it takes only a tiny amount of stress to manifest the fact that DAF‐16 is indispensable for WT lifespan. Hence, DAF‐16 should be important for WT *C. elegans* living in the wild where stress is all too common.

**Figure 6:**
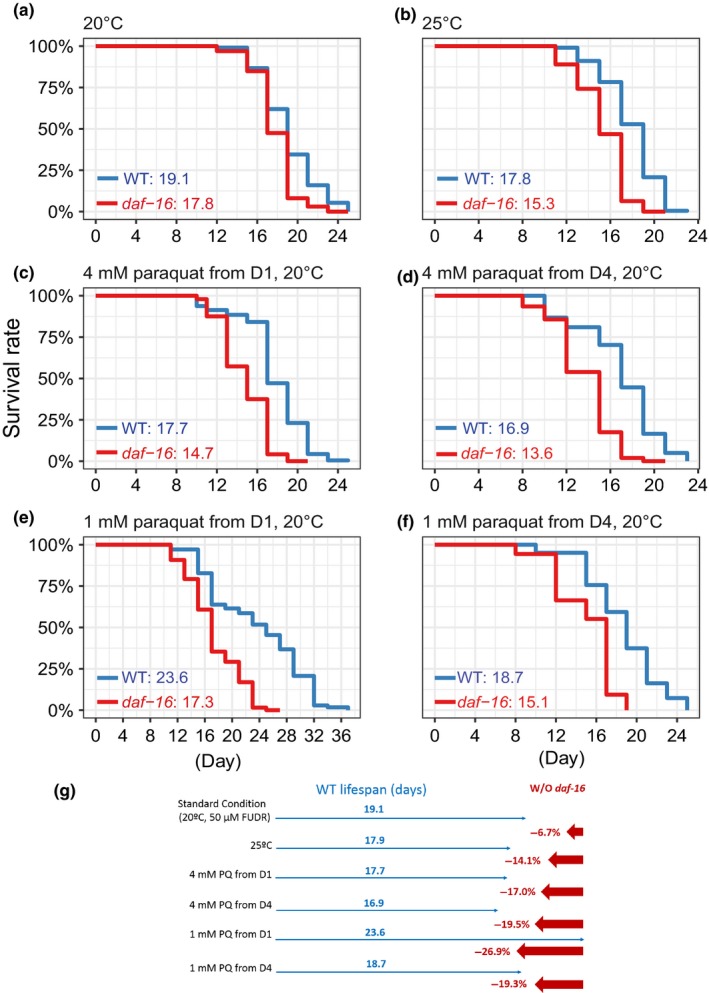
Lifespan analysis of WT and *daf‐16(null) *worms under the standard or stress conditions. (a to f) Lifespan curves of WT and *daf‐16(mu86)* under either the standard assay condition (a) or various conditions of mild stress (b–f). The mean lifespan values are indicated. The difference between the WT lifespan and daf‐16 lifespan is significant in each of the conditions assayed. *p* < 0.01 according to log‐rank test, *n* ≥ 59. (g) A summary of the assay results

## 3 DISCUSSION

### 3.1 DAF‐16 activation in mid‐aged worms indicates that aging is not entirely haphazard

Aging is intriguing. It seems inevitable for animals that age, even if they are given the best living conditions possible. One school of evolutionary theories including the widely known antagonistic pleiotropy theory attribute the origin of aging to a declining force of selection on individuals after reproduction begins (Trindade et al., 2013; Williams, 1957). The weakening or lacking of purifying selection eventually takes out proper regulation of a living system and lets mutations that have detrimental effects late in life accumulate in the genome. Based on these theories, one might expect the aging process to unfold in a passive and haphazard way. However, our high‐resolution transcriptome analysis of *C. elegans* adults at 25°C from day 1 through day 7 has depicted a different view. Activation of DAF‐16 is detectable by mRNA‐Seq starting from day 2 and becomes well pronounced after day 5 (Figures 1e and 2c, and Supporting Information Figure S2) when reproduction has ended and aging undoubtedly kicks in. Activation of DAF‐16 turns on the expression of many stress response genes as is evident from the significantly enriched GO terms (Figure 2g) such as defense response to Gram‐positive bacterium, response to heat, response to oxidative stress, unfolded protein response, and response to tunicamycin (ER stress). Thus, DAF‐16 is activated in the normal aging process for protection and repair, that is, anti‐aging. Previous studies have identified transcription factors such as ELT‐2 and ELT‐3 whose deactivation during aging drives the transcriptional network into disorder (Budovskaya et al., 2008; Mann et al., 2016). Here, by showing DAF‐16 activation after adult day 1, we provide evidence for active gene expression remodeling during normal aging. This shows that the aging process is not entirely passive. Also, based on the GO terms of the DAF‐16 targets that are turned on from day 2 to day 7, this period may be divided into three phases. The first one, of days 2–3, is significantly enriched for GO terms related to metabolism, especially fatty acid metabolism. This coincides with a remarkable increase in fatty acid species previously detected around the same period (Gao et al., 2017). The third one, of days 6–7, is significantly enriched for GO terms of stress response. In between is the transition phase (Figure 2g). Related to this, the genes regulated by DAF‐16 in each of three phases (Supporting Information Table S1) differ in the number (Supporting Information Figure S5a), the degree of overlap with the classic IIS targets (Supporting Information Figure S5a and Figure 3c), and in the enriched KEGG terms (Supporting Information Figure S5b).

Although it is difficult to know precisely when aging starts, because there is not a unanimous criterion, most if not all gerontologists would agree that aging starts no later than the end of reproduction. For *C. elegans* grown at 25°C, reproduction ends at the end of day 3. If day 4 is the start line, then aging starts with the transition phase followed by a stress response phase, and possibly others that have not been characterized. This shows that the aging process is not entirely haphazard; it proceeds in an orderly fashion at least in the beginning.

Taken together, our surprising finding of DAF‐16 activation during normal aging indicates that aging is not entirely a passive and haphazard process as often perceived before. There is active response to defend against internal stress brought about by old age, and there is order among disorder, at least in the early phase of aging.

### 3.2 Regulation of mTOR signaling by DAF‐16 during aging

By defining nearly 700 age‐dependent DAF‐16 targets (Figure 3c), we were surprised to find that more than half of them were not identified before as DAF‐16 targets downstream of IIS. KEGG analysis of the IIS‐dependent and age‐dependent DAF‐16 target genes revealed that genes involved in mTOR signaling are enriched among the targets up‐regulated by DAF‐16 during aging, but not among the IIS‐dependent DAF‐16 targets (Supporting Information Figure S5b). In mammalian cells, IIS regulates, and is regulated by, the mTOR pathway (Laplante & Sabatini, 2012). In *C. elegans,* both pathways critically regulate metabolism and aging, and there is cross‐talk between them (Chen et al., 2013; Seo et al., 2013), but no clear evidence has been found to place the mTOR pathway downstream of IIS. For example, the mTOR pathway genes are not known to be transcriptional targets of DAF‐16 in response to reduced DAF‐2 signaling. DAF‐16 binding sites have been identified in the promoter region of *rheb‐1*, but only in the *shc‐1* mutant background was DAF‐16 overexpression found to promote the expression of *rheb‐1*. Moreover, *daf‐16* was dispensable for the induction of *rheb‐1* in the *daf‐2* mutant (Qi et al., 2017 *)*. Our mRNA‐Seq analysis uncovered that components of mTOR signaling such as *unc‐51, dsh‐1, and mop‐25.1* are up‐regulated by DAF‐16 in older worms. 

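On day 6 the log2 fold change of WT versus daf-16 was 0.67 (standard error 0.33, adjusted p = 0.4) for unc-51 (WBGene00006786, chromosome V from 19995986 to 20004485), 0.57 (standard error 0.23, adjusted p = 0.27) for dsh-1 (WBGene00001101, chromosome II from 5214400 to 5225384) and 0.74 (standard error 0.20, adjusted p = 0.069) for mop-25.1 (WBGene00019827, chromosome X from 4012219 to 4022209). On day 7 the values were 0.47 (standard error 0.30, adjusted p = 0.58), 0.49 (standard error 0.20, adjusted p = 0.28) and 0.57 (standard error 0.18, adjusted p = 0.093). All were positive, and none passed the threshold for DEGs over the 37 libraries, while mop-25.1 was below the adjusted p of 0.1 used for targets on both days. Over all 42 libraries the day-6 values were 0.28 (adjusted p = 0.82), 0.56 (adjusted p = 0.14) and 0.68 (adjusted p = 0.038), and those of day 7 were 0.51 (adjusted p = 0.83), 0.52 (adjusted p = 0.21) and 0.61 (adjusted p = 0.067). The replicate block gave 0.68 (adjusted p = 0.037) for mop-25.1 on day 6 and 0.56 (adjusted p = 0.038) on day 7. Positions are those of WBcel235.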

Why these mTOR signaling genes become downstream targets of DAF‐16 only in aged worms awaits further investigation.

### 3.3 DAF‐16 activation in response to the loss of proteostasis

DAF‐16 is known to integrate multiple genetic and environmental stimuli (Kenyon, 2010), and this study uncovers aging as another one. DAF‐16 activation during aging produces a set of transcriptional outputs different from that by reduction of IIS. *C. elegans* and humans have a long postreproductive lifespan. In both systems, postmitotic cells live for a long time, either in absolute timing units (e.g., neurons and cardiomyocytes in humans) or relative to the length of the reproductive period (all somatic cells in *C. elegans*). Without the ability to dilute damaged proteins by cell division, little is known about how these cells handle the loss of proteostasis, a hallmark of aging (López‐Otín et al., 2013). In human, repressor element 1‐silencing transcription factor (REST), which is often lost in Alzheimer's patients, may be activated in healthy seniors to induce the expression of stress response genes and to repress the genes that promote cell death and Alzheimer's (Lu et al., 2014). This suggests that cellular stress response plays an active role in healthy aging. Consistently, this study finds that the loss of proteostasis is a cause of DAF‐16 activation during normal aging. Modulating proteostasis by temperature or amyloid‐binding compounds changes the timing of DAF‐16 nuclear accumulation. It has been shown that *hsf‐1*‐mediated heat‐shock response is repressed from early adulthood (Labbadia & Morimoto, 2015), so the stress response mediated by DAF‐16 in mid‐aged worms, which includes the induction of small HSPs, implicates an arms race between cellular protection mechanisms and aging.

### 3.4 Role of DAF‐16 in wild‐type *C. elegans*

The *daf‐16(null)* mutants live slightly shorter than WT on standard culture plates at 20°C (Lin et al., 2001). In comparison, loss of *daf‐16* produces a dramatic effect in the *daf‐2 *mutant background as *daf‐16(null)* completely abolishes the exceptional longevity of *daf‐2* mutant worms (Kenyon et al., 1993). Besides, unlike *daf‐2(null)* mutants, which are lethal, *daf‐16(null)* mutants are perfectly viable and fertile. This makes one wonder what purpose *daf‐16* serves in WT *C. elegans*. Here, we show that although DAF‐16 is largely inactive on adult day 1, judging by the fact that there is little difference between WT and *daf‐16(null)* at this point (Figure 2c), DAF‐16 acts as a “capacitor” to stabilize the transcriptome during aging (Compare Figure 2a and b). Probably, equally important is activation of DAF‐16 in response to age‐associated internal stress in older worms. Although *daf‐16* mutants appear to be WT‐like when there is little stress, such as under the standard lifespan assay condition, they live much shorter than WT when the stress level is elevated even by so slight an amount as not to affect the WT (Figure 6). For *C. elegans* living in the wild where encountering stress is the norm, DAF‐16 may be important for a normal lifespan.

### 3.5 Timing of DAF‐16 activation for longevity

Previously, an elegant genetic study has demonstrated that for the longevity phenotype induced by reduction of IIS, activation of *daf‐16* in early adulthood is the most critical (Dillin, Crawford, & Kenyon, 2002). In this study, we find that *daf‐16* is activated in mid‐aged WT animals. This is consistent with the timing requirement of lifespan regulation by IIS. It explains why late activation of DAF‐16 by reducing IIS is less effective—because DAF‐16 is already activated.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 *C. elegans* strains

Strains used in this work include N2, CF1038 *daf‐16(mu86) I*, MQD54 *hqIs9[daf‐16p::DAF‐16::6xHis::GFP, pRF4],* DH26 *fer‐15(b26ts) II*, MQD1319 *daf‐16(mu86) I; fer‐15(b26ts) II *and MQD1586 *hqEx476[hsp‐16.2p::nCherry; dod‐3p::gfp; mtl‐1p::bfp, unc‐119(+)]*; *unc‐119(ed3) III* EQ1137 *daf‐16(mu86) I; iqIs79[pAH123(daf‐16p::daf‐16::gfp^wt^, pRF4];* EQ1079 *daf‐16(mu86) I; iqIs83[pAH144(daf‐16p::daf‐16^4KR, K246+251+373+377R^)::gfp, pRF4]*; EQ1070 *daf‐16(mu86) I; iqIs83[pAH144(daf‐16p::daf‐16^4KR, K246+251+373+377R^)::gfp,pRF4]*

To generate transgenic animals, a plasmid DNA mix was microinjected into the gonad using standard method. The plasmid DNA mix consisted of 30 ng/µl of the indicated plasmid and 80 ng/µl of the pRF4 or 10 ng/µl of the pCFJ151. The UV irradiation was used to integrate the extra‐chromosomal DNA into the genome. The integrated strains were further backcrossed 6X to CF1037 *daf‐16(mu86) I*. MQD1319 was generated from CF1038 *daf‐16(mu86) I* and DH26 *fer‐15(b26ts) II *and backcrossed to DH26 for four times.

### 4.2 DAF‐16 nuclear localization

For the effect of the culture temperature on DAF‐16::GFP localization, worms were cultured on standard nematode growth medium (NGM) plates. For ThT treatment, L4 larvae grown at 20°C were transferred to NGM plates containing 50 μM ThT (SIGMA, St. Louis, MO, USA) dissolved in ethanol. NGM plates with equal amount of ethanol served as the control. As soon as worms were removed from incubation, they were mounted on slides and imaged immediately. The images were taken using a Zeiss Axio Imager M1 microscope at 400‐fold magnification. For the ThT experiments, DAF‐16::GFP fluorescent images were taken using the YFP channel to avoid interference of ThT fluorescence. All other fluorescent images of DAF‐16::GFP nuclear were taken using the GFP channel.

For the effect of the culture temperature and ThT on DAF‐16::GFP localization, each worm was given a score: cytoplasmic, 0; weakly nuclear, 1; strongly nuclear, 2.

For the analysis of nuclear localization in KR mutant worms, GFP localization was then analyzed using an Olympus BX61 fluorescent microscope on adult day 1 and day 5. An animal was scored as having nuclear GFP if more than one intestinal nucleus contained enriched GFP signal. The quantification of DAF‐16::GFP localization was described previously in (Chiang, Ching, Lee, Mousigian, & Hsu, 2012).

### 4.3 Quantitative real‐time PCR

Total RNAs were extracted from WT or *daf‐16(mu86)* worms of the indicated age using TRIzol (INVITROGEN, Grand Island, NY, USA), followed by the removal of contaminant DNA using DNase I. cDNAs were synthesized from total RNA templates using a reverse transcription kit (TAKARA, Kusatsu, Shiga, Japan). qPCR was carried out on an ABI 7500 Fast real‐time PCR system using a TAKARA real‐time PCR kit (SYBR Premix Ex TaqTM II). *pmp‐3 *was used as the internal control. The qPCR primers were as follows:

*mtl‐1 *[TGAGGAGGCCAGTGAGAAAAA]/[GCTCTGCACAATGACAGTTTGC];

*ftn‐1* [TGACGCGCACTTGACAAATTA]/[TGTAGCGAGCAAATTCATTGATC];

*dod‐6* [CTCAAGACCGTCGCCCTCTA]/[TCAGCATCAGCGCAAGCA];

*lys‐7* [CATTCGGCATCAGTCAAGGTT]/[GCAGGCTCCGCAATGACTT];

*hsp‐16.2* [TACGCTATCAATCCAAGGAGAAC]/[GAAGCAACTGCACCAACATC];

*pmp‐3* [GAATGGAATTGTTTCACGGAATGC]/[CTCTTCGTGAAGTTCCATAACACGATG].

### 4.4 RNA sequencing and data analysis

Transcriptome analyses of *fer‐15(b26ts)* and *daf‐16(mu86); fer‐15(b26ts*) worms were carried out in three biological replicates. Worms were grown on high‐growth (HG) plates supplemented with OP50 bacteria at 25°C and harvested on adult day 1 through day 7. RNA quality was evaluated on a Bioanalyzer 2100 instrument (Agilent, Santa Clara, CA). Sequencing libraries were prepared following the protocol of the NEBNext Ultra RNA library Prep Kit (NEB) and sequenced on an Illumina HiSeq X Ten platform in the paired‐end mode (2 × 150 bp) through the service provided by Bionova. An average of 25 M clean reads were generated for each replicate. RNA‐Seq reads were aligned to the *C. elegans* reference genome (ws235) using HISAT2 (v2.0.4; Kim, Langmead, & Salzberg, 2015) with default parameters. Gene‐level read counts were calculated using HTSeq (v0.6.1p1; Anders, Pyl, & Huber, 2015) based on the Ensembl gene annotation v85. DEseq2 (v1.18.1) was used for data normalization (Love, Huber, & Anders, 2014).

Hieratical clustering of samples by Spearman's correlation of gene expression was adapted to examine the quality of the data. 

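Spearman's correlation of gene counts between each of the 5 libraries left out and the other 2 libraries of its group was 0.962 and 0.966 for replicate 3 of WT on day 2, 0.974 and 0.977 for replicate 3 of WT on day 3, 0.956 and 0.956 for replicate 3 of WT on day 6, 0.959 and 0.961 for replicate 3 of daf-16 on day 2 and 0.979 and 0.985 for replicate 2 of daf-16 on day 5. Between the remaining 2 libraries of these groups it was 0.985, 0.989, 0.986, 0.986 and 0.978. A gene count more than 2-fold from the mean of the other libraries of the group was found for 3119 genes in replicate 3 of WT on day 2, 2690 genes in replicate 3 of WT on day 3, 3601 genes in replicate 3 of WT on day 6, 3250 genes in replicate 3 of daf-16 on day 2 and 1353 genes in replicate 2 of daf-16 on day 5, among 16112 genes. In the other 37 libraries this number ranged from 661 to 4348, with a median of 1499. The total counts of the 5 libraries were 27732651, 22969868, 29460752, 22613731 and 23391261, in this order.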

Five outliers (rep 3 of *fer‐15* on Day 2/3/6, rep 3 of *daf‐16; fer‐15* on Day 2, and rep 2 of *daf‐16; fer‐15* on Day 5) were removed from further analysis.

Statistical analysis of differential expression was performed using the *nbinomWaldTest* in DESeq2 package. Genes with an adjusted *p*‐value <0.05 were defined as differentially expressed genes (DEGs).

In defining age‐dependent DAF‐16 targets, the day‐6 and day‐7 DEGs were filtered by requiring an adjusted *p*‐value <0.1. Class I and II DAF‐16 targets under reduced IIS are from Tepper et al. (2013).

### 4.5 Enrichment analysis

Gene Ontology (GO) and KEGG pathway databases were downloaded from the KOBAS website (Xie et al., 2011). The enrichment analysis was done using a hypergeometric test, and the *p‐*values were adjusted using the BH (Benjamini & Hochberg, 1995) method.

### 4.6 K‐means clustering and data normalization

The normalized read counts of each gene across all samples were first transformed to Z‐Score (mean centered and scaled to the variance). K‐means clustering was performed using the *kmeans* function in R with the settings of 6 clusters and a maximum of 1,000 iterations.

### 4.7 Fluorescence transcriptional reporter assay

All fluorescent images in Figure 5 were taken using a Zeiss Axio Imager M1 microscope at 100× magnification. Each image was taken as a whole object, and the fluorescence intensity was calculated with background subtraction using ImageJ.

### 4.8 RNAi

RNAi assays were performed at 20°C using the feeding method as previously described (Tao et al., 2013). 50 μM FudR was added into the RNAi plate to prevent the contamination of progeny. Worms were fed RNAi bacteria from adult day 1. The RNAi bacterial strain of *daf‐16* was from the Ahringer RNAi library, and other RNAi bacterial strains were from the Vidal RNAi library. The *Escherichia coli* strain HT115 transfected with L4440 (empty vector) was used as control.

## AUTHOR CONTRIBUTIONS

S.‐T.L. contributed to conception and design, acquisition of data, analysis and interpretation of data, and drafting and revising the article. H.‐Q.Z. involved in conception and design, analysis and interpretation of data, and drafting and revising the article. P.Z. contributed to conception and design, and acquisition of data. C.‐Y.L. involved in acquisition of data. Y.‐P.Z. contributed to acquisition of data. A.‐L.H. involved in interpretation of data. M.‐Q.D. contributed to conception and design, analysis and interpretation of data, and drafting and revising the article.

## DATA AVAILABILITY

All the FASTQ files for RNA‐Seq from this study will be submitted to the NCBI Gene Expression Omnibus (GEO) Database under accession number GSE122892.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: DAF‐16 stabilizes the aging transcriptome and is activated in mid‐aged Caenorhabditis elegans to cope with internal stress
**Source:** Aging Cell. 2019 Feb 17;18(3):e12896. doi: 10.1111/acel.12896

Figure S1

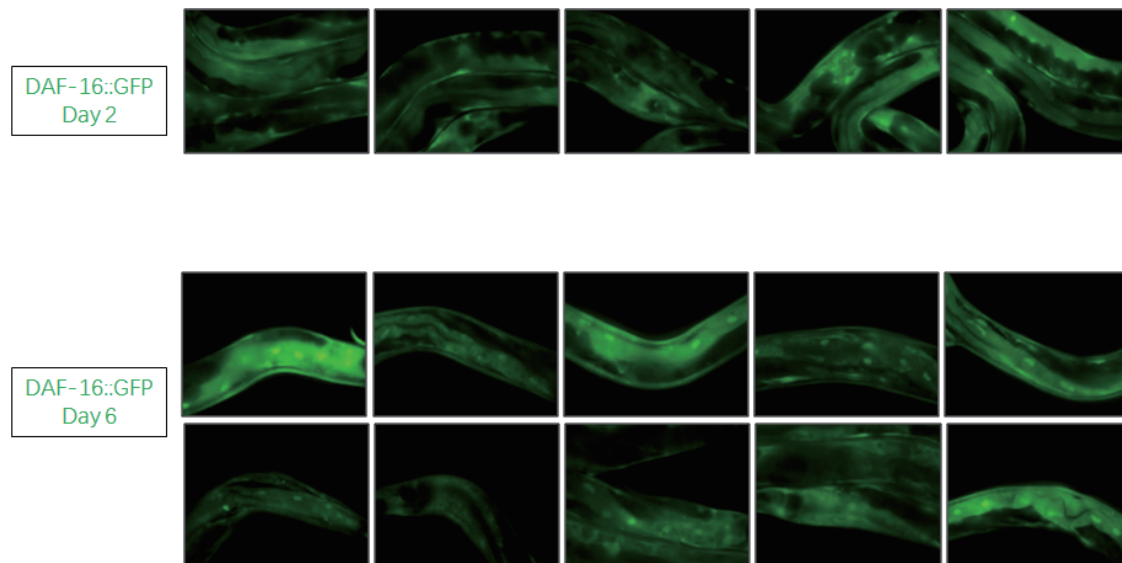

Figure S2

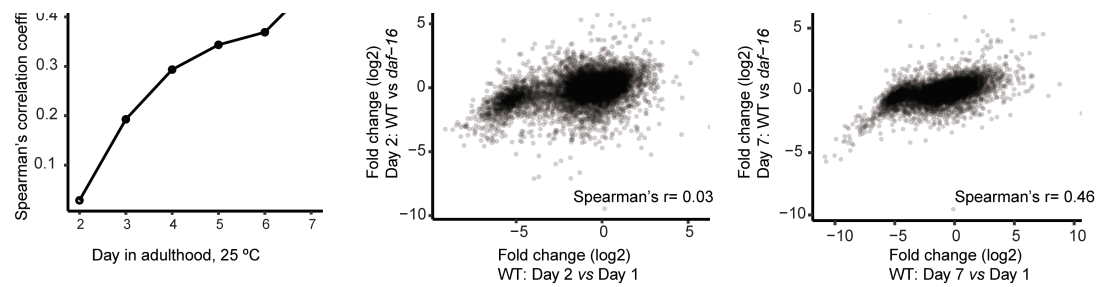

Figure S3

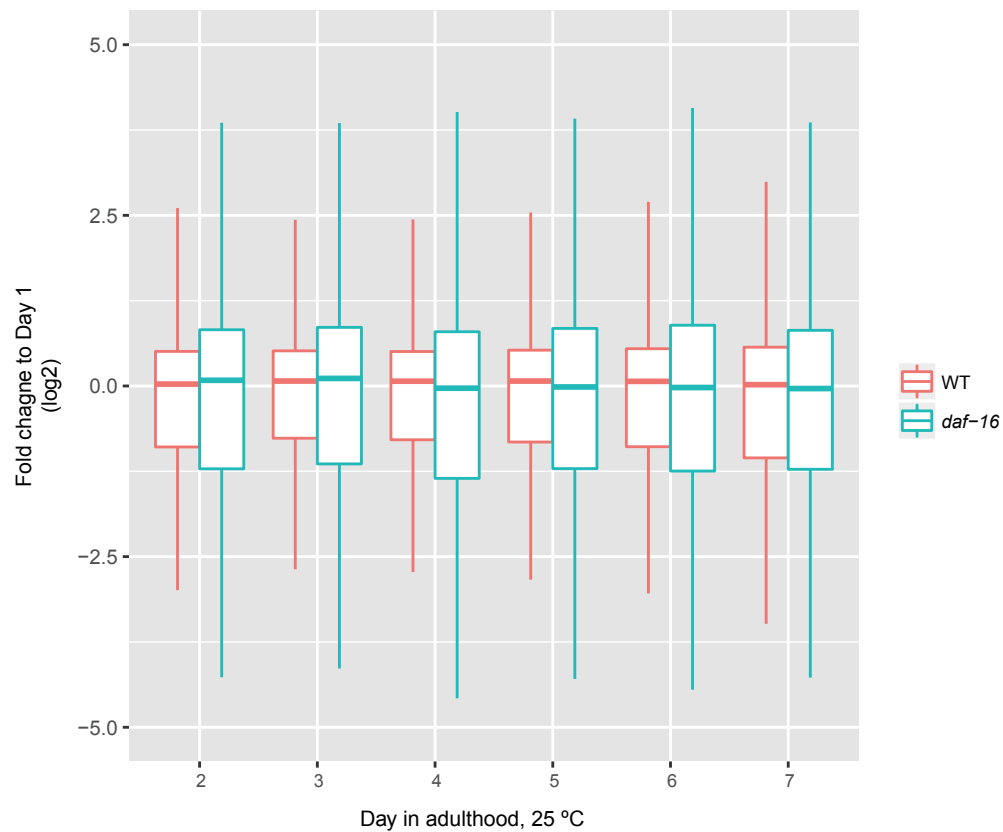

Figure S4

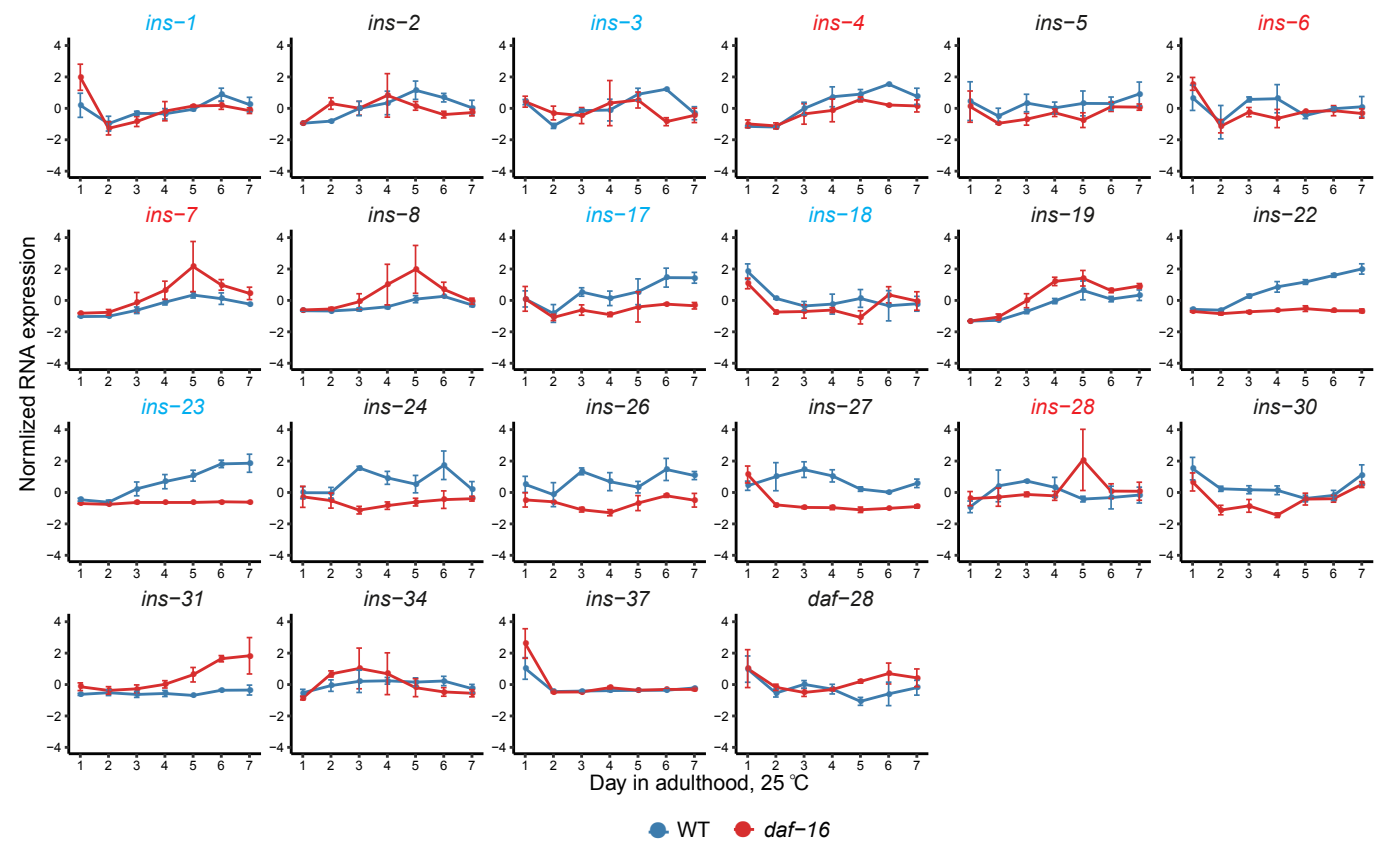

Figure S5

A

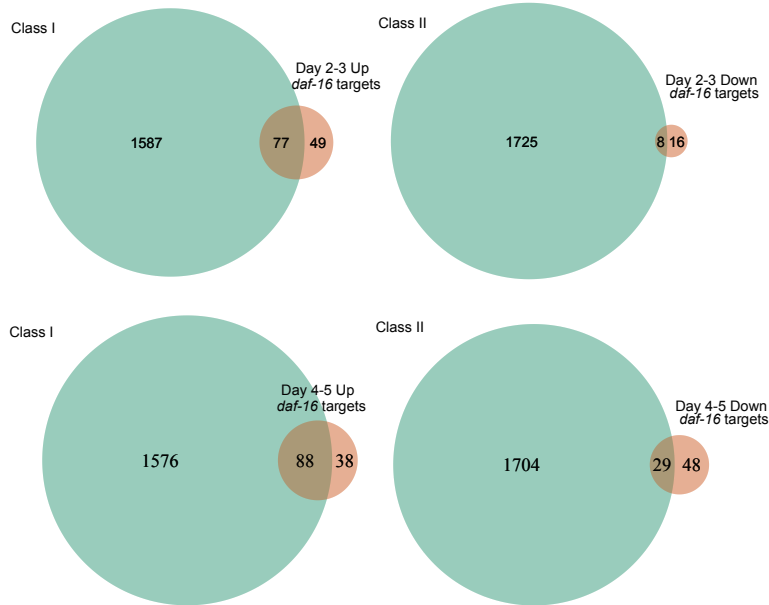

B

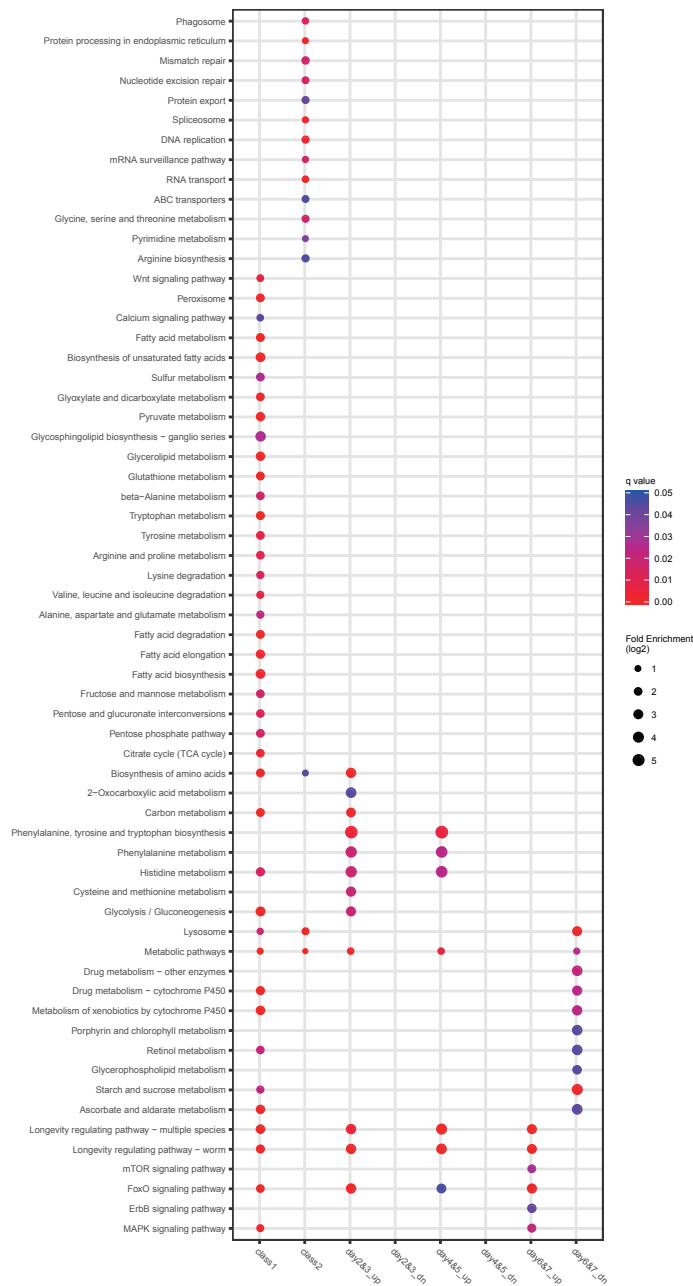

Figure S6

A

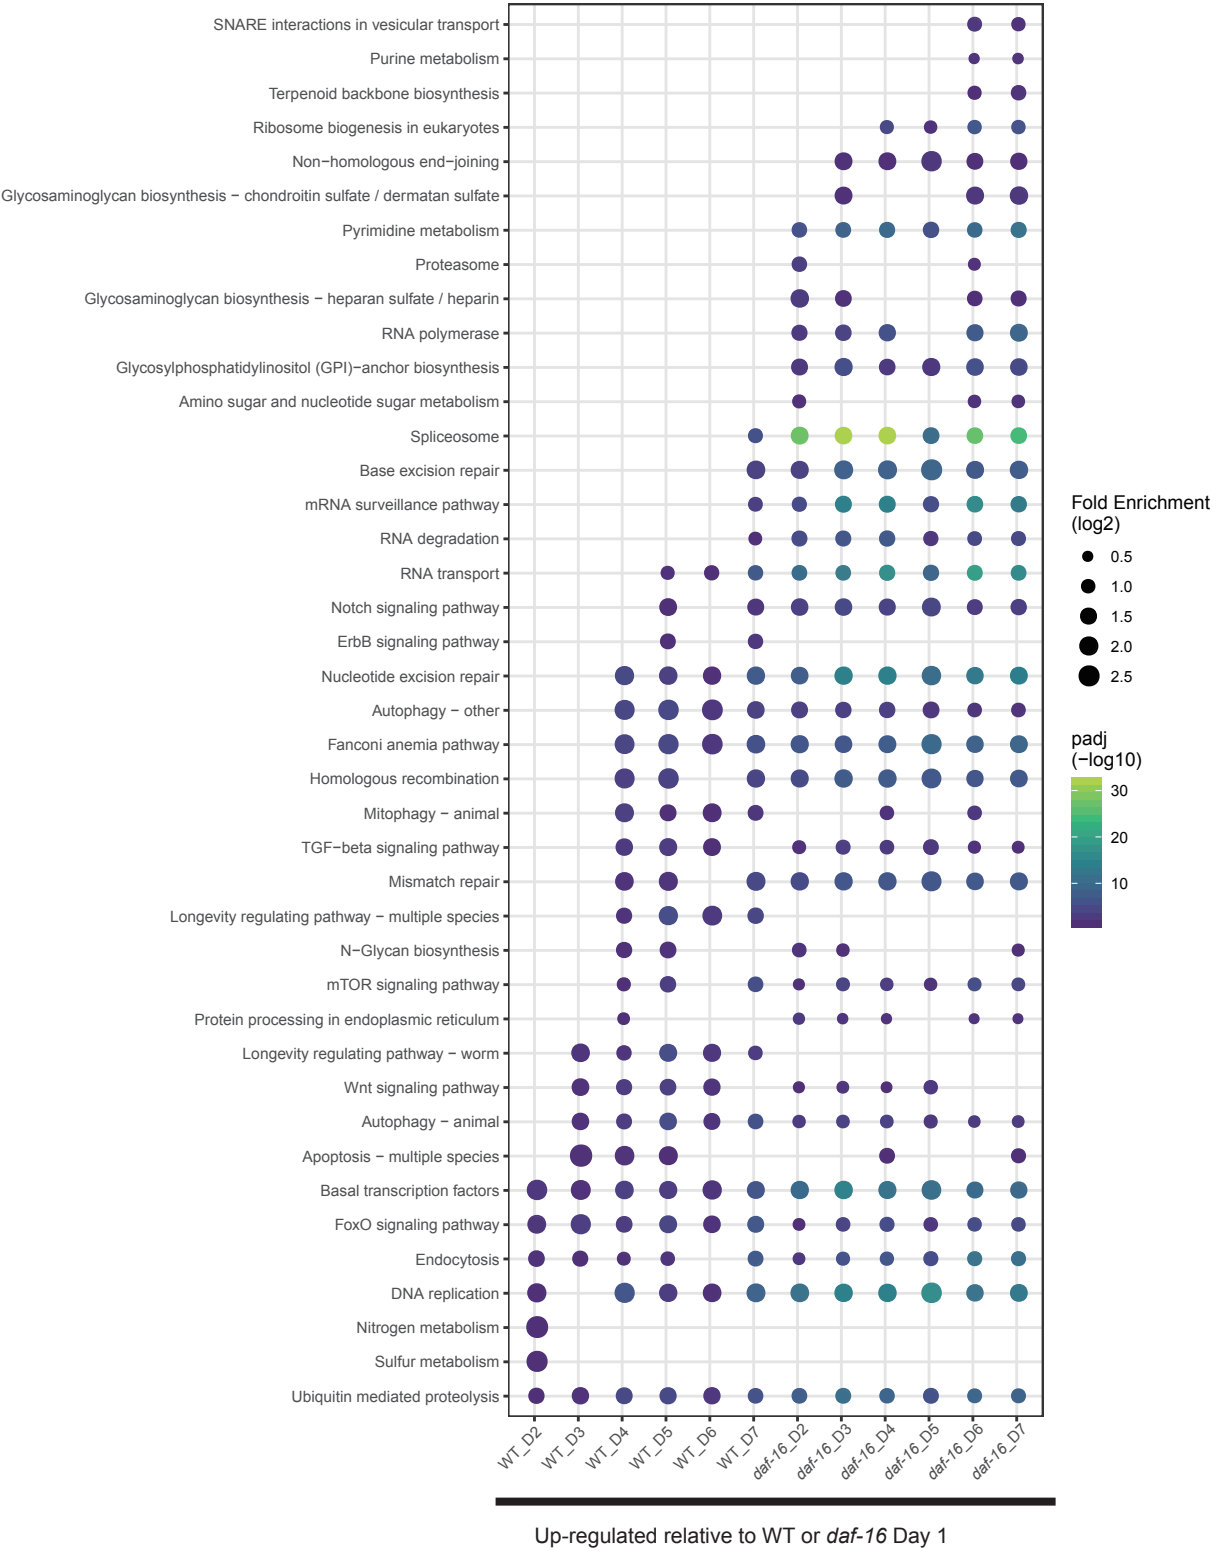

B

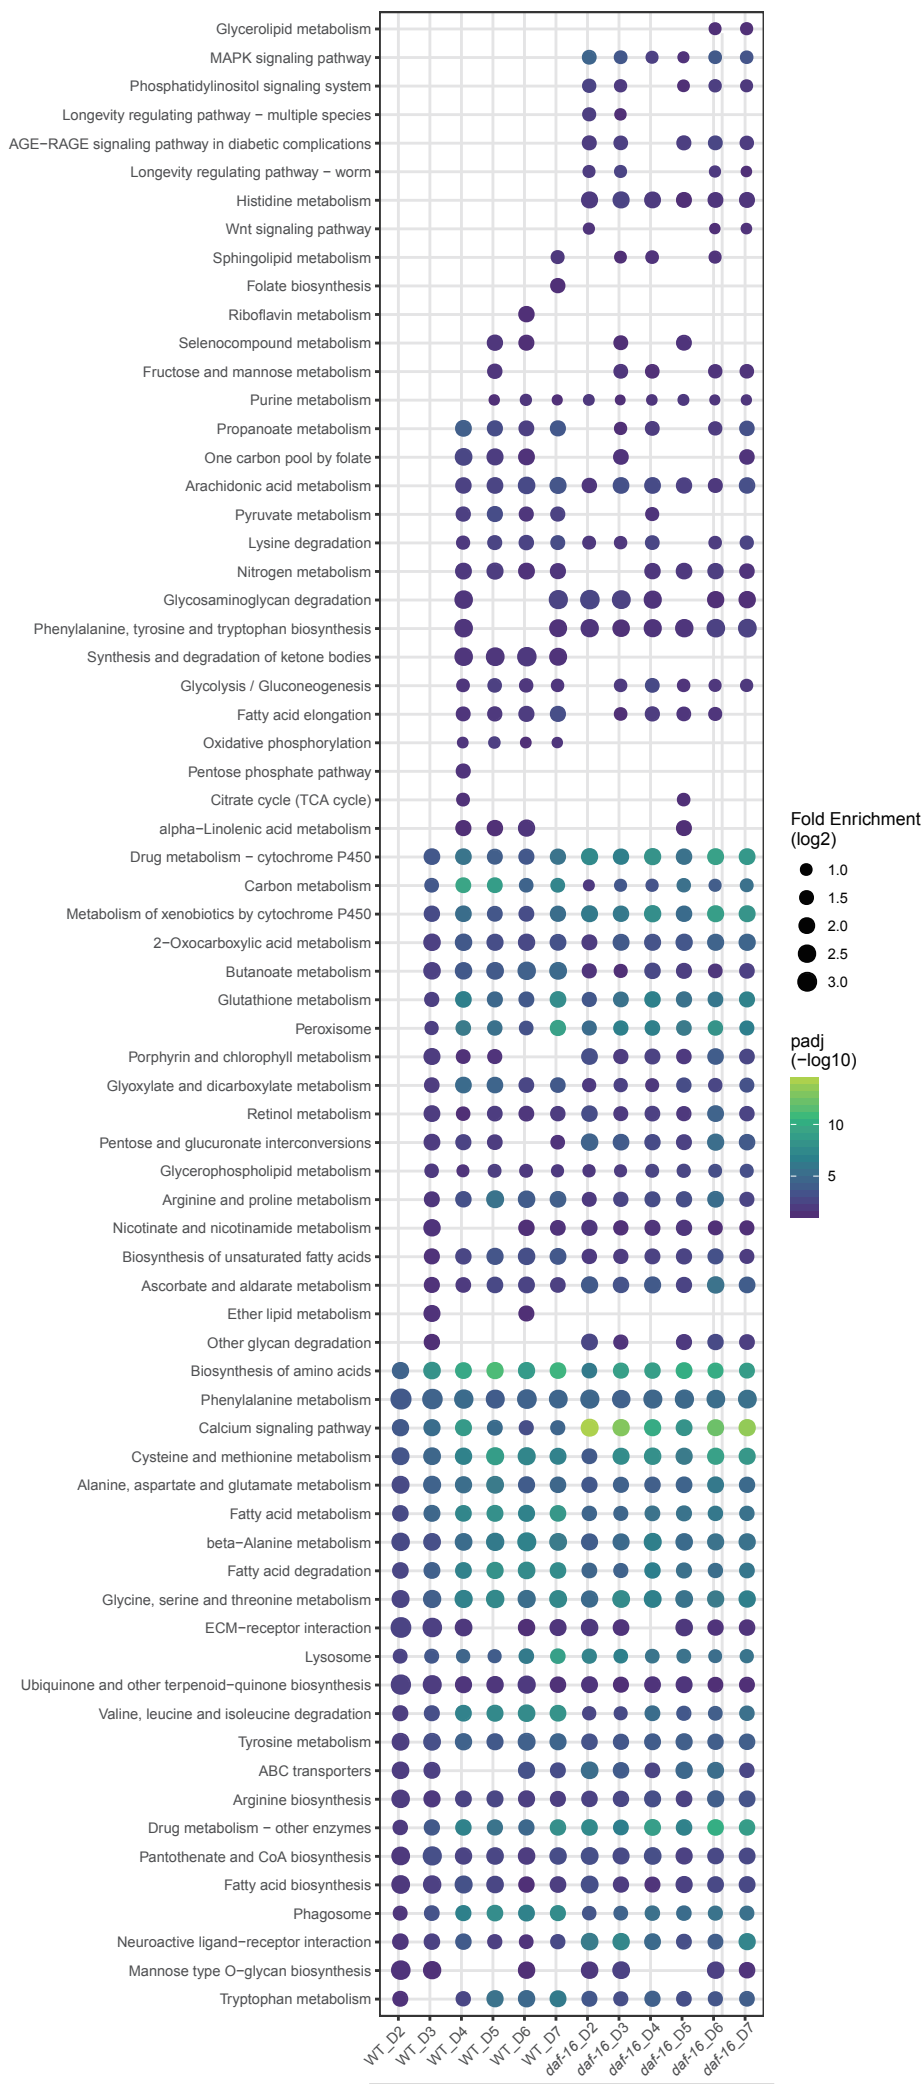Down-regulated relative to WT or *daf-16* Day 1

D

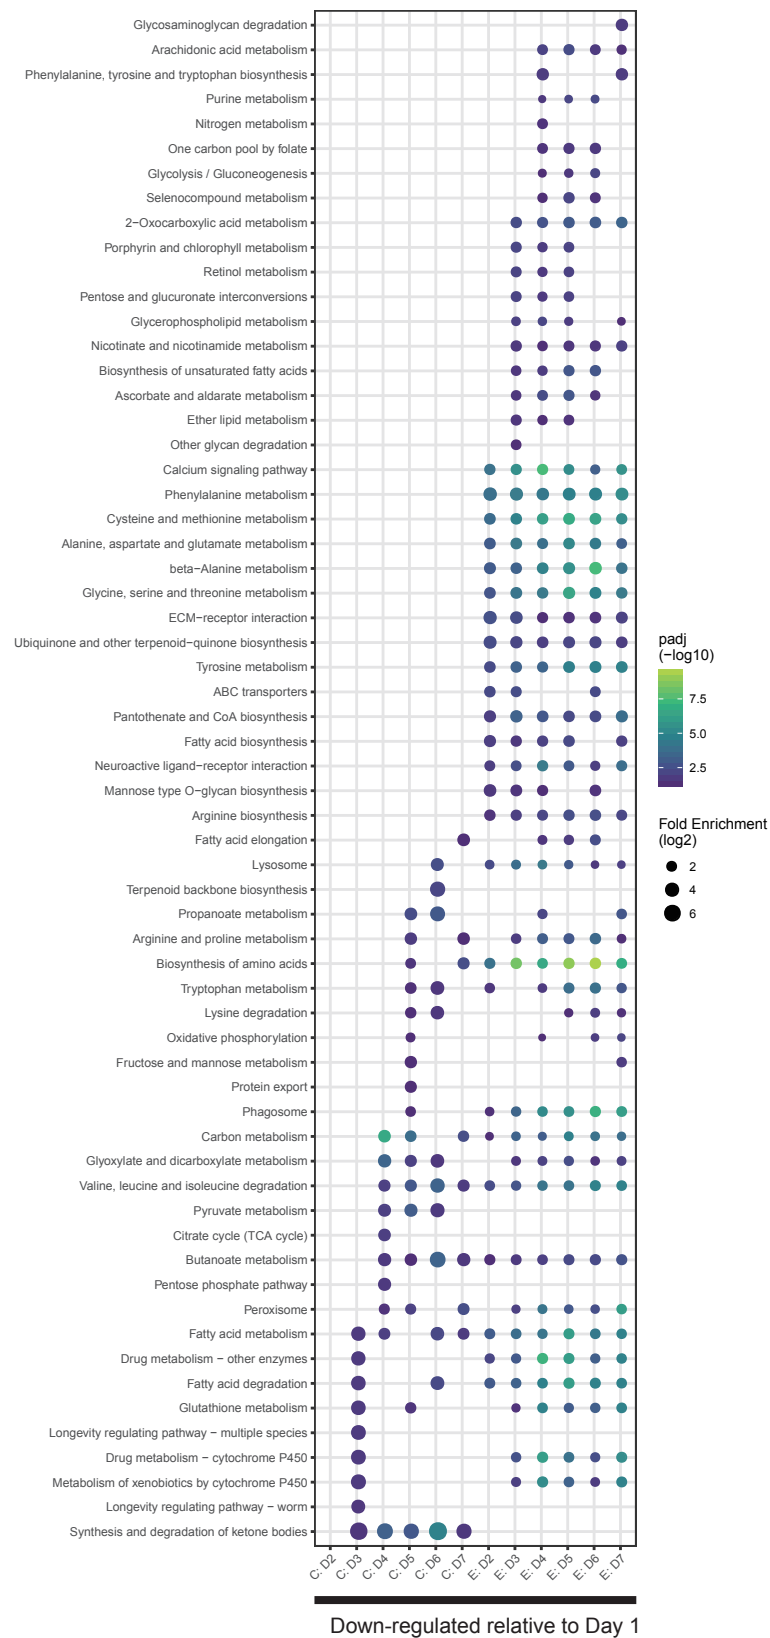

Figure S7

### DVE-1 targets

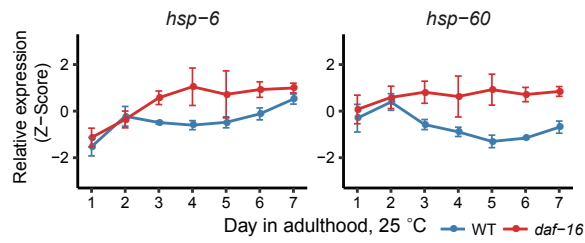

### ELT-2 targets

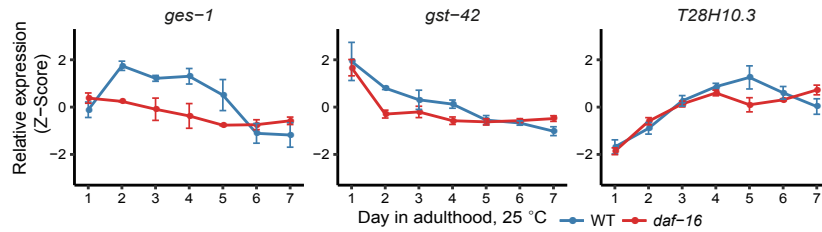

### HLH-30 targets

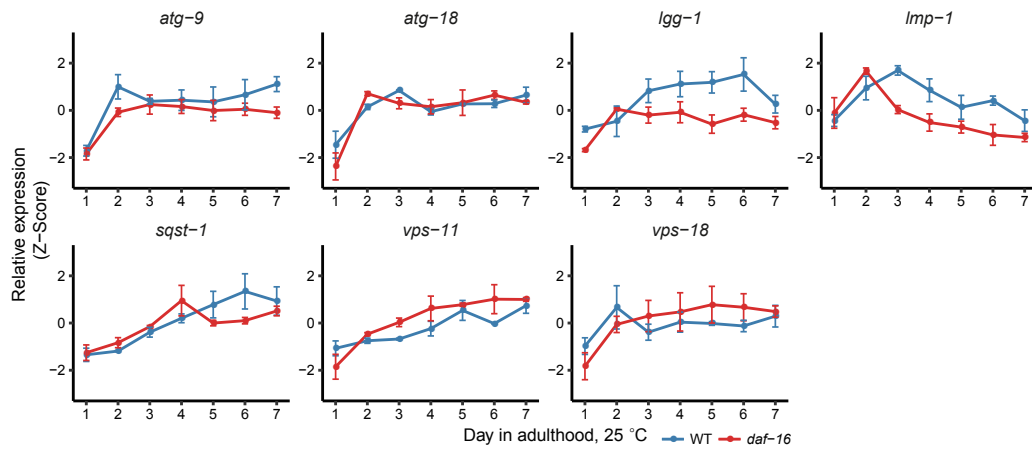

### PHA-4 targets

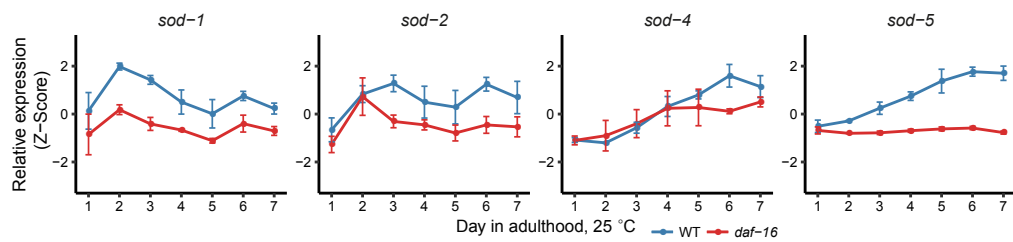

### SKN-1 targets

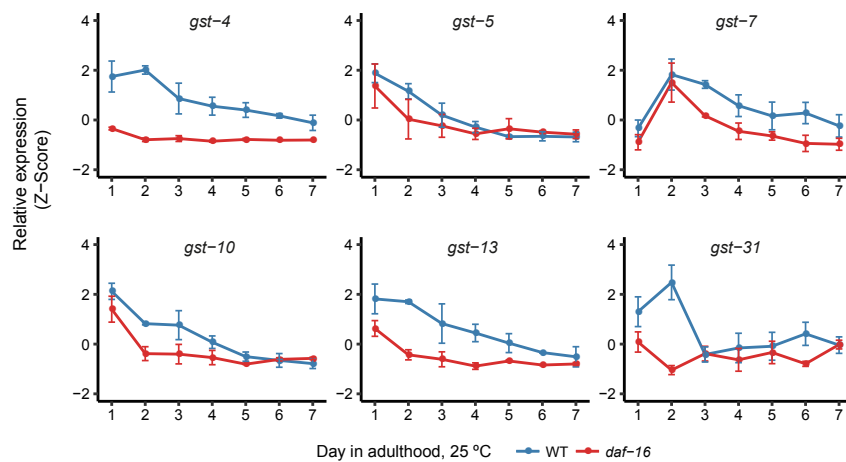

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

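Worms with the temperature-sensitive sterile allele fer-15(b26ts), called WT, and worms that carried daf-16(mu86) as well, called daf-16, were grown at 25°C, and their mRNA was sequenced on each of adult days 1 to 7, with 3 replicates per strain and day. The authors made the libraries with NEBNext Ultra kits, sequenced them as paired-end reads on Illumina instruments, aligned the reads to the WS235 genome with HISAT2 at default settings, and counted reads per gene with HTSeq on the Ensembl v85 annotation. The authors deposited the counts as whole numbers for 20363 genes in each of the 42 libraries, with no normalization. No unit other than counts was used from the deposited data, and all CPM values were computed from the counts.

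Samples were assigned to strain, day and replicate from their labels and the paper. Total counts per library ranged from 6121947 to 33071824, and counting error alone sets only a lower limit on the error of each value. Replicates of a group had Spearman's correlations between 0.931 and 0.99 over genes, and their counts differed by more than sampling noise, with a chi-square per degree of freedom of at least 10.5, so that no library was treated as a repeat of another. The 37 libraries kept by the paper were used first, and all 42 after that.

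Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test (glmQLFit and glmQLFTest), with TMM normalization and filterByExpr with a minimum count of 10, which left 16309 genes. All 14 combinations of strain and day were fitted together. Each day was compared with day 1 and with day 2 in each strain, the strains were compared on each day, and the interaction of strain and day was tested for days 2 to 7. Genes with a Benjamini-Hochberg adjusted p below 0.050 within a comparison were called DEGs, and 0.10 was used for DAF-16 targets as in the paper. Regions A to G were formed from the lists of DEGs as in the paper, with up-regulated and down-regulated genes kept apart. The slope per day was fitted over days 2 to 7 in each strain. Log2 CPM used a prior count of 2.

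Counts were simulated with the real library sizes, the mean of each gene over all libraries, and the same spread of a gene in all groups. Neither a larger spread on day 1 nor an effect of the replicate number was simulated, so the fits were not tested under these. In WT on day 7, 200 genes were changed by a log2 fold change of 2. The edgeR fit called 90.5% of the changed genes for WT on day 7 versus day 1, 91% for WT versus daf-16 on day 7 and 77.5% for the interaction on day 7. The numbers of unchanged genes called in these tests were 8, 2 and 9 among 15860 genes. DESeq2 over all groups called 93.5%, 93% and 83.5% of the changed genes in the same tests, with 23, 17 and 37 unchanged genes among 16309. For WT versus daf-16 on day 7, fits of only the 2 groups called 86.5% of the changed genes and 3 unchanged genes among 14724 with edgeR, and 94% of the changed genes and 57 unchanged genes among 16309 with DESeq2, where the unchanged genes were part of 245 genes called.

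The alternatives were all 42 libraries, the Wald test of DESeq2 1.42.0 over all groups, edgeR fits of only the groups compared, the median-of-ratios (RLE) normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a replicate block, counts downsampled to the total of the smallest library (6121947), and leaving out each library in turn where its group kept at least 2. Separate WT libraries, a common day-1 reference, the standard deviation and an adjusted p below 0.05 were further alternatives for single results. These and the rule for genes named in the text were set before the data were examined. DESeq2 fits of only the groups compared were added after seeing the data. The pairing of replicates rests on the replicate numbers of the labels, and over all 42 libraries deviations from the group mean had a mean correlation of 0.178 for the same number and -0.086 for different numbers.

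Genes named in the text are those the paper names for its mRNA-Seq, and the 3 DAF-16 targets of days 6 and 7 with the largest mean log2 fold change in each direction whose libraries did not overlap between the strains. Coordinates are those of the WBcel235 annotation, and the authors aligned the reads to the WS235 genome and counted them on the Ensembl v85 annotation. One gene identifier is listed under a pair of sequence names, and fer-15 was not analysed here. Enrichment analyses, ChIP-Seq targets and the DAF-16 target classes of other studies were not used here.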

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

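The tests for mislabelled day-1 libraries, gene length bias and library size were chosen only after the result was seen, those with day 2 as the reference, with 2 libraries per group and with a shared estimate of the spread were written down together with the alternatives, and the others were written down after the pattern was seen but before their own result.

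The change since day 1 differed between the strains, as an interaction of strain and day, for 21 genes on day 2, 19 on day 3, 37 on day 4, 32 on day 5, 60 on day 6 and 19 on day 7. On days 2 to 5, fits of only the 4 groups of each test gave 0 genes, with 918, 856, 822 and 876 genes at an unadjusted p below 0.05. When the strains were exchanged within same-numbered pairs, 8 of the 32 splits gave as many genes on day 4 and 8 of the 32 did on day 7, with at most 1652 and 1419 genes. Of these splits, 8 left the 3 libraries of each strain on the later day together, so that the difference between the strains on that day stayed in. They include the real one, and 7 of them gave as many genes on day 4 and 8 on day 7. Among the other 24 splits, 1 did on day 4, with 73 genes, and 0 did on day 7, with at most 10. The splits therefore do not decide whether these counts exceed what other groupings give, and they were not run for the other days, where a group kept 2 libraries.

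The number of DEGs since day 1 was larger in daf-16 than in WT, and this pattern may follow from the day-1 libraries. With these exchanged between the strains, WT gave more DEGs than daf-16 on 6 of the 6 days. Against day 2, the largest ratio of the daf-16 to the WT number on days 3 to 7 was 0.40 over the 37 libraries. It was 1.72 on day 4 with all 42 libraries, and 1.17 and 1.35 on days 6 and 7 in edgeR fits of only the groups compared, so this test left open whether the day-1 libraries of the strains were at different points of the change from day 1 to day 2. With 2 libraries in every group the smallest ratio was 1.59, so the smaller number of WT libraries did not account for it. The mean ratio was 1.53 with a shared estimate of the spread and 2.56 in fits of only the groups compared, so this test did not decide. The 3 WT libraries of day 1 had 1971, 3229 and 4348 genes more than 2-fold from the other libraries of their group, the last the largest number of all 42 libraries, and those labelled daf-16 had 2599, 2036 and 1953, while the median SD between replicates on day 1 was similar in the strains. Worms of the 2 strains collected at somewhat different ages on day 1 and an effect of DAF-16 on the day-1 transcriptome cannot be told apart with these libraries.

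The mean level of the daf-16 gene was 220.2 CPM in the libraries labelled daf-16 on day 1, although the paper describes these worms as null mutants of this gene, and its interaction of strain and day on day 7 was -1.86 on the log2 scale. A candidate explanation is a mislabelled day-1 library. C27C7.1, chosen on days 6 and 7, was on the other strain's side in 0 of the 30 libraries of days 1 to 5, at 0.187 to 2.16 CPM in WT and 60.3 to 343 CPM in the libraries labelled daf-16. This goes against an exchange of labels by this gene. The counts cover the whole gene, so which part of it was transcribed was not tested.

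C27C7.1, which the paper does not discuss, had a log2 fold change of -8.5 between WT and the libraries labelled daf-16 on day 1. It lies 0.69 megabases from daf-16, and it is 1 of 7 genes that differed between the strains on all 7 days. A strain variant near daf-16 could give such a pattern. Of these genes, 1 lay on the chromosome of daf-16, and 33.7% of 10000 random lists matched on mean expression had a smaller share, so the genes together were not concentrated there. For C27C7.1 itself the explanation was not tested.

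The 5 libraries left out by the paper had a median of 3119 genes more than 2-fold from the other libraries of their group, against 1499 in the kept libraries, where the highest number was 4348. Replicate 2 of daf-16 on day 5, which was left out, had 1353 such genes. This is below the median of the kept libraries and below the 1580 and 2177 of the kept libraries of its group. For a smaller library size, 0 of the 5 left-out libraries had fewer counts than the smallest kept library. The left-out libraries had 22613731 to 29460752 counts, with a median of 23391261, below the median of 25578564 in the kept libraries. Of the 37 kept libraries, 13 had fewer counts than the smallest left-out one, which goes against a smaller library size as what set the left-out libraries apart. For gene length bias, 37 of the 37 kept libraries had as strong a correlation of the deviation with exon length as the weakest left-out library. That test rests on 1 library, replicate 2 of daf-16 on day 5, with -0.017. The other 4 had values from 0.171 to 0.521, and all 4 are replicate 3, in which the correlation was positive in 14 of 14 libraries. Kept libraries of replicate 3 had correlations of 0.393 (WT on day 4), 0.364 (daf-16 on day 3) and 0.265 (daf-16 on day 6) with 852, 1331 and 951 genes more than 2-fold from their group. The left-out libraries of WT on days 2 and 6 and of daf-16 on day 2 had lower correlations, of 0.171, 0.242 and 0.211, with 3119, 3601 and 3250 such genes, which goes against gene length bias for these 3. Replicate 3 of WT on day 3, with 0.521, lay above every kept library, whose values ranged from -0.404 to 0.393, and for this library gene length bias was not excluded. No biological explanation was tested.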

How the results depend on the processing

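No alternative in this part was chosen after a result was seen, apart from the DESeq2 fits of only the groups compared, which were added after seeing the data. Values are numbers of genes unless a percentage, a correlation or a log2 value is named, and results other than single genes that are not listed under an alternative kept their direction and stayed within 1.5 times of their number or within the spread between replicates. The cause was not tested for any of these changes.

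DEGs between the strains numbered 167 on day 2 and 12 on day 5 with all 42 libraries. DEGs lower in WT numbered 216 on day 7 with all 42 libraries. Interaction genes numbered 255 on day 2, 32 on day 3, 2 on day 5 and 7 on day 7 with all 42 libraries. WT DEGs against day 2 numbered 33 on day 3 and 1564 on day 6 with all 42 libraries. DEGs of daf-16 against day 2 numbered 1 on day 3, 771 on day 4, 335 on day 5, 1191 on day 6 and 1446 on day 7 with all 42 libraries. Spearman's correlation was -0.104 on day 2 and 0.173 on day 3 with all 42 libraries. The difference in interquartile range was 0.854 on day 2 with all 42 libraries. Genes in Regions A and B numbered 93 on day 4, 6 on day 5 and 240 on day 7 with all 42 libraries. Genes in Region B numbered 42 on day 4, 4 on day 5 and 144 on day 7 with all 42 libraries. The percentage of Regions A and B was 1.37% on day 4, 0.080% on day 5 and 2.95% on day 7 with all 42 libraries. Under all 42 libraries, genes in Regions A and C numbered 816 on day 5. Reversed signs with all 42 libraries were those of skn-1 in its WT slope over days 2 to 7 (-0.014), pqm-1 between WT and daf-16 on day 7 (0.024) and gst-7 in WT on day 7 versus day 1 (0.020).

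With DESeq2's Wald test over all groups, DEGs between the strains numbered 1475 on day 1, 156 on day 2, 608 on day 4, 204 on day 5 and 360 on day 6. DEGs higher in WT numbered 1163 on day 1 and 230 on day 7 with DESeq2's Wald test over all groups. Under DESeq2's Wald test over all groups, DEGs lower in WT numbered 312 on day 1. Interaction genes numbered 214 on day 2, 213 on day 3, 161 on day 4, 177 on day 5, 559 on day 6 and 184 on day 7 with DESeq2's Wald test over all groups. Using DESeq2's Wald test over all groups gave 87 on day 3 and 586 on day 4 for WT DEGs against day 2. With DESeq2's Wald test over all groups, DEGs of daf-16 against day 2 numbered 11 on day 3, 428 on day 4, 54 on day 5, 831 on day 6 and 1104 on day 7. Spearman's correlation was 0.142 on day 2 and 0.266 on day 3 with DESeq2's Wald test over all groups. The difference in interquartile range was 0.65 on day 2 with DESeq2's Wald test over all groups. Genes in Regions A and B numbered 81 on day 3, 362 on day 4, 138 on day 5 and 231 on day 6 with DESeq2's Wald test over all groups. Genes in Region B numbered 28 on day 3, 269 on day 4, 56 on day 5 and 111 on day 6 with DESeq2's Wald test over all groups. The percentage of Regions A and B was 1.2% on day 3, 4.72% on day 4, 1.7% on day 5, 3.06% on day 6 and 5.7% on day 7 with DESeq2's Wald test over all groups. DAF-16 targets numbered 143 down-regulated with DESeq2's Wald test over all groups. Reversed signs with DESeq2's Wald test over all groups were those of pqm-1 between WT and daf-16 on day 7 (0.013) and gst-7 in WT on day 7 versus day 1 (0.060).

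With edgeR fits of only the groups compared, WT DEGs against day 1 numbered 1552 on day 2, 2523 on day 3, 4480 on day 5 and 3336 on day 6. Up-regulated WT DEGs against day 1 numbered 107 on day 2 with edgeR fits of only the groups compared. Down-regulated WT DEGs against day 1 numbered 1445 on day 2 with edgeR fits of only the groups compared. Up-regulated daf-16 DEGs against day 1 numbered 2313 on day 2 with edgeR fits of only the groups compared. Under edgeR fits of only the groups compared, DEGs of daf-16 against day 1 numbered 7254 on day 4 and 5927 on day 5. Using edgeR fits of only the groups compared gave 2 on day 1, 210 on day 2, 39 on day 3, 119 on day 4, 767 on day 6 and 805 on day 7 for DEGs between the strains. With edgeR fits of only the groups compared, DEGs higher in WT numbered 1 on day 1 and 332 on day 7. DEGs lower in WT numbered 1 on day 1 with edgeR fits of only the groups compared. Interaction genes numbered 0 on day 2, 0 on day 3, 0 on day 4, 0 on day 5, 1 on day 6 and 4 on day 7 with edgeR fits of only the groups compared. WT DEGs against day 2 numbered 18 on day 3 and 767 on day 4 with edgeR fits of only the groups compared. DEGs of daf-16 against day 2 numbered 0 on day 3, 1 on day 4, 44 on day 5, 1632 on day 6 and 2460 on day 7 with edgeR fits of only the groups compared. Under edgeR fits of only the groups compared, genes in Regions A and B numbered 12 on day 2, 17 on day 3, 74 on day 4 and 342 on day 6. Using edgeR fits of only the groups compared gave 39 on day 2, 119 on day 3 and 288 on day 6 for genes in Regions A and C. With edgeR fits of only the groups compared, genes in Region B numbered 2 on day 2, 7 on day 3, 34 on day 4 and 218 on day 6. Genes in Region E numbered 1511 on day 2, 2397 on day 3, 4144 on day 4, 3578 on day 5 and 2830 on day 6 with edgeR fits of only the groups compared. The percentage of Regions A and B was 0.77% on day 2, 1.54% on day 4, 1.76% on day 5, 10.2% on day 6 and 8.05% on day 7 with edgeR fits of only the groups compared. The percentage of same-sign Region F genes was 98.4% on day 2, 97.3% on day 3 and 94.7% on day 6 with edgeR fits of only the groups compared. Spearman's correlation was -0.0020 on day 2 and 0.15 on day 3 with edgeR fits of only the groups compared. The difference in interquartile range was 0.80 on day 2 with edgeR fits of only the groups compared. Genes in Region F numbered 2322 on day 5 with edgeR fits of only the groups compared. DAF-16 targets numbered 265 up-regulated and 248 down-regulated with edgeR fits of only the groups compared. Reversed signs with edgeR fits of only the groups compared were those of pqm-1 between WT and daf-16 on day 7 (0.032) and gst-7 in WT on day 7 versus day 1 (0.057). Where no interaction gene passed, 918, 856, 822 and 876 genes had an unadjusted p below 0.05 on days 2, 3, 4 and 5, and for daf-16 on day 3 against day 2 the number was 918.

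With RLE normalization, DEGs between the strains numbered 582 on day 1. Under RLE normalization, DEGs higher in WT numbered 472 on day 1. With RLE normalization, interaction genes numbered 13 on day 2 and 19 on day 5. With RLE normalization, the percentage of Regions A and B was 3.69% on day 7. Reversed signs with RLE normalization were those of pqm-1 between WT and daf-16 on day 7 (0.013) and gst-7 in WT on day 7 versus day 1 (0.060).

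With no filter on low counts, DEGs between the strains numbered 531 on day 1. Under no filter on low counts, DEGs higher in WT numbered 428 on day 1. Interaction genes numbered 9 on day 2 and 19 on day 5 with no filter on low counts. Using no filter on low counts gave 0.148 on day 2 and 0.272 on day 3 for Spearman's correlation. With no filter on low counts, the difference in interquartile range was 0.578 on day 2 and 0.575 on day 3. Under no filter on low counts the percentage of Regions A and B was 1.74% on day 4, 0.80% on day 5 and 3.3% on day 7. Reversed signs with no filter on low counts were those of skn-1 in its WT slope over days 2 to 7 (-0.0010) and pqm-1 between WT and daf-16 on day 7 (0.043).

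With at least 10 counts in every library, WT DEGs against day 1 numbered 3643 on day 2, 3523 on day 3, 4017 on day 4, 4363 on day 5, 4144 on day 6 and 5362 on day 7. Under at least 10 counts in every library, down-regulated WT DEGs against day 1 numbered 2239 on day 2 and 2905 on day 7. Using at least 10 counts in every library gave 6427 on day 2, 6976 on day 3, 6760 on day 4, 6372 on day 5, 7253 on day 6 and 6995 on day 7 for DEGs of daf-16 against day 1. With at least 10 counts in every library, up-regulated daf-16 DEGs against day 1 numbered 2987 on day 2. Down-regulated daf-16 DEGs against day 1 numbered 3440 on day 2 and 3767 on day 7 with at least 10 counts in every library. DEGs between the strains numbered 825 on day 1, 35 on day 2, 44 on day 3, 95 on day 4, 39 on day 5 and 112 on day 6 with at least 10 counts in every library. DEGs higher in WT numbered 373 on day 1 and 84 on day 7 with at least 10 counts in every library. Under at least 10 counts in every library, DEGs lower in WT numbered 452 on day 1. Interaction genes numbered 41 on day 2, 56 on day 3, 69 on day 4, 59 on day 5 and 197 on day 6 with at least 10 counts in every library. Using at least 10 counts in every library gave 1 on day 3 for DEGs of daf-16 against day 2. With at least 10 counts in every library, genes in Regions A and B numbered 7 on day 2, 17 on day 3, 49 on day 4, 31 on day 5 and 71 on day 6. Genes in Region F numbered 3186 on day 2 with at least 10 counts in every library. Genes in Regions A and C numbered 402 on day 2, 267 on day 3, 382 on day 4, 646 on day 5 and 436 on day 6 with at least 10 counts in every library. Genes in Region B numbered 1 on day 2, 6 on day 3, 26 on day 4, 12 on day 5 and 28 on day 6 with at least 10 counts in every library. Genes in Region E numbered 3240 on day 2, 3250 on day 3, 3609 on day 4, 3705 on day 5, 3680 on day 6 and 4490 on day 7 with at least 10 counts in every library. Under at least 10 counts in every library Spearman's correlation was 0.0090 on day 2, 0.053 on day 3 and 0.114 on day 4. Using at least 10 counts in every library gave 0.19% on day 2, 0.48% on day 3, 1.22% on day 4 and 0.71% on day 5 for the percentage of Regions A and B. The percentage of same-sign Region F genes was 86.9% on day 3 and 83.7% on day 6 with at least 10 counts in every library. With at least 10 counts in every library, the difference in interquartile range was 0.768 on day 6. DAF-16 targets numbered 46 down-regulated with at least 10 counts in every library. Reversed signs with at least 10 counts in every library were those of pqm-1 in WT on day 7 versus day 1 (-0.053) and pqm-1 between WT and daf-16 on day 7 (0.016).

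Under the replicate block, DEGs between the strains numbered 1091 on day 1, 151 on day 2, 470 on day 4 and 196 on day 5. Using the replicate block gave 725 on day 1 for DEGs higher in WT. Under the replicate block, DEGs lower in WT numbered 366 on day 1. Interaction genes numbered 57 on day 2, 91 on day 3, 88 on day 4, 101 on day 5, 118 on day 6 and 36 on day 7 with the replicate block. Using the replicate block gave 591 on day 4 for WT DEGs against day 2. With the replicate block, DEGs of daf-16 against day 2 numbered 98 on day 4, 29 on day 5 and 635 on day 6. Under the replicate block, genes in Regions A and B numbered 32 on day 2, 266 on day 4 and 127 on day 5. Using the replicate block gave 0.166 on day 3 for Spearman's correlation. With the replicate block, genes in Region B numbered 179 on day 4 and 41 on day 5. The percentage of Regions A and B was 0.45% on day 2, 3.35% on day 4, 1.56% on day 5, 2.26% on day 6 and 5.32% on day 7 with the replicate block. Reversed signs with the replicate block were those of pqm-1 in WT on day 7 versus day 1 (-0.0030) and skn-1 in its WT slope over days 2 to 7 (-0.0050).

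With downsampled counts, DEGs between the strains numbered 50 on day 2, 65 on day 3, 142 on day 4, 76 on day 5 and 275 on day 7. Under downsampled counts, DEGs lower in WT numbered 178 on day 7. With downsampled counts, interaction genes numbered 11 on day 2, 12 on day 3 and 12 on day 7. With downsampled counts, WT DEGs against day 2 numbered 4 on day 3, 222 on day 4, 582 on day 5, 660 on day 6 and 1014 on day 7. Using downsampled counts gave 1 on day 3, 11 on day 4, 227 on day 6 and 344 on day 7 for DEGs of daf-16 against day 2. With downsampled counts, genes in Regions A and B numbered 8 on day 2, 31 on day 3, 77 on day 4 and 203 on day 7. Under downsampled counts, genes in Region B numbered 2 on day 2, 31 on day 4, 26 on day 6 and 123 on day 7. With downsampled counts, the percentage of Regions A and B was 0.14% on day 2, 0.55% on day 3, 1.2% on day 4, 0.80% on day 5, 1.43% on day 6 and 2.68% on day 7. With downsampled counts, Spearman's correlation was 0.19 on day 3. With downsampled counts, DAF-16 targets numbered 37 down-regulated. Reversed signs with downsampled counts were those of pha-4 in WT on day 7 versus day 1 (0.037), hsf-1 in its daf-16 slope over days 2 to 7 (0.0020), hsp-12.2 between WT and daf-16 on day 6 (0.063) and gst-7 in WT on day 7 versus day 1 (0.050).

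With DESeq2 fits of only the groups compared, WT DEGs against day 1 numbered 3654 on day 2, 4005 on day 3 and 4612 on day 6. Under DESeq2 fits of only the groups compared, up-regulated WT DEGs against day 1 numbered 750 on day 2. Using DESeq2 fits of only the groups compared gave 2904 on day 2 for down-regulated WT DEGs against day 1. With DESeq2 fits of only the groups compared, DEGs between the strains numbered 25 on day 1, 368 on day 2, 379 on day 3, 681 on day 4, 308 on day 5, 1189 on day 6 and 1331 on day 7. Under DESeq2 fits of only the groups compared, DEGs higher in WT numbered 21 on day 1 and 604 on day 7. Using DESeq2 fits of only the groups compared gave 4 on day 1 and 727 on day 7 for DEGs lower in WT. Interaction genes numbered 12 on day 3, 20 on day 4, 17 on day 5 and 31 on day 6 with DESeq2 fits of only the groups compared. With DESeq2 fits of only the groups compared, WT DEGs against day 2 numbered 355 on day 3, 1286 on day 4 and 1610 on day 6. DEGs of daf-16 against day 2 numbered 75 on day 3, 492 on day 4, 410 on day 5, 1983 on day 6 and 2734 on day 7 with DESeq2 fits of only the groups compared. Under DESeq2 fits of only the groups compared, genes in Regions A and B numbered 36 on day 2, 115 on day 3, 445 on day 4, 196 on day 5, 576 on day 6 and 786 on day 7. Using DESeq2 fits of only the groups compared gave 278 on day 2, 235 on day 3 and 416 on day 6 for genes in Regions A and C. With DESeq2 fits of only the groups compared, genes in Region B numbered 9 on day 2, 61 on day 3, 342 on day 4, 86 on day 5, 387 on day 6 and 556 on day 7. Genes in Region E numbered 3367 on day 2, 3709 on day 3 and 3809 on day 6 with DESeq2 fits of only the groups compared. Under DESeq2 fits of only the groups compared the percentage of Regions A and B was 0.99% on day 2, 2.87% on day 3, 7.5% on day 4, 3.44% on day 5, 12.5% on day 6 and 11.0% on day 7. The percentage of same-sign Region F genes was 97.1% on day 2, 96.9% on day 3 and 95.7% on day 6 with DESeq2 fits of only the groups compared. Spearman's correlation was 0.161 on day 2 and 0.289 on day 3 with DESeq2 fits of only the groups compared. The difference in interquartile range was 0.628 on day 2 and 0.588 on day 3 with DESeq2 fits of only the groups compared. DAF-16 targets numbered 409 up-regulated and 311 down-regulated with DESeq2 fits of only the groups compared. For pha-4 in WT on day 7 versus day 1 (0.046), pqm-1 between WT and daf-16 on day 7 (0.028), gst-7 in WT on day 7 versus day 1 (0.141) and gst-7 in daf-16 on day 7 versus day 1 (0.092), the sign was reversed with DESeq2 fits of only the groups compared.

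With separate WT libraries, Spearman's correlation was -0.066 on day 2 and 0.103 on day 3.

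With the common day-1 reference, the difference in interquartile range was 0.118 on day 2, 0.161 on day 3, 0.15 on day 4, 0.058 on day 5, 0.055 on day 6 and -0.183 on day 7.

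With the standard deviation in place of the interquartile range, the daf-16 minus WT difference was 0.394 on day 2, 0.176 on day 3, 0.096 on day 4, 0.169 on day 5, 0.051 on day 6 and 0.084 on day 7.

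With an adjusted p below 0.05, DAF-16 targets numbered 43 down-regulated.

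Leaving out each library of the groups compared in turn gave the following lowest and highest values. WT DEGs against day 1 ranged from 4231 to 7139 on day 2. Up-regulated WT DEGs against day 1 ranged from 1248 to 2598 on day 2. DEGs between the strains ranged from 32 to 3689 on day 1, from 72 to 115 on day 3, from 107 to 285 on day 4, from 67 to 96 on day 5, from 107 to 128 on day 6 and from 191 to 533 on day 7. DEGs higher in WT ranged from 19 to 1601 on day 1 and from 77 to 119 on day 7. DEGs lower in WT ranged from 13 to 2088 on day 1 and from 72 to 422 on day 7. Interaction genes ranged from 4 to 521 on day 2, from 9 to 609 on day 3, from 12 to 395 on day 4, from 14 to 416 on day 5, from 21 to 926 on day 6 and from 6 to 430 on day 7. DEGs of daf-16 against day 2 ranged from 0 to 0 on day 3, from 6 to 38 on day 4, from 42 to 663 on day 6 and from 90 to 259 on day 7. WT DEGs against day 2 ranged from 143 to 279 on day 4, from 653 to 735 on day 5 and from 1046 to 1423 on day 7. Genes in Region F ranged from 3037 to 7105 on day 2, from 3282 to 7262 on day 3, from 2438 to 6363 on day 4, from 1878 to 5200 on day 5, from 3019 to 6453 on day 6 and from 1846 to 4798 on day 7. Genes in Regions A and C ranged from 218 to 1282 on day 2, from 338 to 785 on day 3, from 498 to 1187 on day 4, from 824 to 2071 on day 5, from 647 to 1204 on day 6 and from 677 to 1729 on day 7. Genes in Region B ranged from 3 to 5 on day 2, from 8 to 27 on day 3, from 17 to 388 on day 4, from 13 to 35 on day 5, from 16 to 75 on day 6 and from 69 to 299 on day 7. The percentage of Regions A and B ranged from 0.23% to 0.47% on day 2, from 0.61% to 1.32% on day 3, from 0.80% to 6.22% on day 4, from 0.65% to 1.71% on day 5, from 0.97% to 3.14% on day 6 and from 1.71% to 5.34% on day 7. The difference in interquartile range ranged from 0.448 to 1.06 on day 2, from 0.411 to 1.0 on day 3, from 0.424 to 0.995 on day 4, from 0.368 to 0.902 on day 5, from 0.347 to 0.913 on day 6 and from 0.132 to 0.712 on day 7. The percentage of same-sign Region F genes ranged from 87.8% to 92.4% on day 3. Spearman's correlation ranged from 0.182 to 0.226 on day 3. Genes in Regions A and B ranged from 53 to 469 on day 4, from 45 to 103 on day 5, from 67 to 178 on day 6 and from 135 to 425 on day 7. DAF-16 targets ranged from 77 to 188 up-regulated and from 26 to 89 down-regulated. Log2 values ranged from -0.145 to 0.511 for pqm-1 in WT on day 7 versus day 1, from -0.309 to 0.381 for pha-4 in WT on day 7 versus day 1, from -0.0070 to 0.0040 for skn-1 in its WT slope over days 2 to 7, from -0.0020 to 0.018 for skn-1 in its daf-16 slope over days 2 to 7, from -0.172 to 0.17 for pqm-1 between WT and daf-16 on day 7, from -0.303 to 0.249 for hsp-12.2 between WT and daf-16 on day 6, from -0.351 to 0.266 for gst-7 in WT on day 7 versus day 1, from -0.421 to 0.093 for gst-7 in daf-16 on day 7 versus day 1 and from -0.098 to 0.313 for hlh-30 between WT and daf-16 on day 4. Where no daf-16 DEG against day 2 remained on day 3, 506, 595 and 617 genes had an unadjusted p below 0.05 without replicates 1, 2 and 3 of that day.

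Among the values of single genes over all alternatives, 1122 kept their direction and their side of the threshold, 64 no longer passed it, 32 passed it only under the alternative, and 44 changed sign. The smallest library, replicate 3 of daf-16 on day 5, may limit what can be seen on that day, but its effect there was not tested by itself. Downsampling every library to its total lowered the number of DEGs between the strains from 116 to 76 on day 5 and from 485 to 275 on day 7.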

Differences from the paper's values

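For Regions A and B on day 2 the paper's value is 43 genes, and the value here was 19. Of the alternatives set before the data were examined, the replicate block gave 32, within the margin of the paper's value, and the others did not, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 36. On day 7 the paper gives 802 genes for these regions, against 361 here. None of the alternatives set before the data were examined closed the gap, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 786. The paper's percentage of Regions A and B among age-dependent DEGs is 1.2% on day 2, and 0.3% was found here. No alternative set before the data were examined closed the gap, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 0.99%. For day 6 the paper's percentage is 12.3%, against 1.87% here. Of the alternatives set before the data were examined, edgeR fits of only the groups compared gave 10.2%, within the margin of the paper's value, and the others did not, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 12.5%. Spearman's correlation on day 2 is 0.03 in the paper and was 0.067 here. Of the alternatives set before the data were examined, at least 10 counts in every library gave 0.0090, downsampled counts gave 0.051 and WT day 1 replicate 1 left out gave 0.049, within the margin of the paper's value, and the others did not. DESeq2 fits of only the groups compared, chosen after seeing the values, gave 0.161, outside the margin.

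The paper reports 379 target genes up-regulated by DAF-16, and 117 were found here. Of the alternatives set before the data were examined, edgeR fits of only the groups compared gave 265, within the margin of the paper's value, and the others did not, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 409. For targets down-regulated by DAF-16 the paper's number is 303, against 76 here. Of the alternatives set before the data were examined, edgeR fits of only the groups compared gave 248, within the margin of the paper's value, and the others did not, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 311. DEGs between WT and daf-16 on day 1 number about 20 in Fig. 2c, read by eye, and 301 here. Not one of the alternatives set before the data were examined closed the gap, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 25. On day 6 Fig. 2c shows about 1200, read by eye, against 203 here. None of the alternatives set before the data were examined closed the gap, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 1189. For day 7 the number is about 1300 in Fig. 2c, read by eye, and 485 here. No alternative set before the data were examined closed the gap, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 1331.

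The paper's Table S1 lists 126 genes up-regulated by DAF-16 on days 2 and 3, against 59 here. Of the alternatives set before the data were examined, all 42 libraries gave 100, DESeq2's Wald test over all groups gave 84 and the replicate block gave 91, within the margin of the paper's value, and the others did not, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 128. It lists 24 down-regulated genes for these days, against 3 here. Not one of the alternatives set before the data were examined closed the gap, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 22. For days 4 and 5 it lists 77 down-regulated genes, and 14 were found here. None of the alternatives set before the data were examined closed the gap, while DESeq2 fits of only the groups compared, chosen after seeing the values, gave 73.

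The paper places the highest percentage of Regions A and B on day 6, and here it was highest on day 7, with 4.24%. The paper states that pqm-1 and hlh-30 rise with age depending on daf-16, and here their WT log2 fold changes on day 7 were 0.04 and 0.29. Over the 37 libraries they were highest on day 6, at 0.60 (adjusted p = 0.094) and 0.39 (adjusted p = 0.26), and on none of days 2 to 7 did either gene pass the threshold in WT, between the strains or in the interaction of strain and day. DESeq2 fits of only the groups compared, chosen after seeing the values, gave 0.55 (adjusted p = 0.033) for hlh-30 between the strains on day 6. The paper names ins-18 and ins-19 as the genes with an age-associated change in WT among those not known as agonists or antagonists, and here ins-2, ins-8 and ins-37 passed the threshold too, with 4.77, 4.56 and -2.13. It describes unc-51, dsh-1 and mop-25.1 as up-regulated by DAF-16 in older worms, and their log2 fold changes on day 6 were 0.67, 0.57 and 0.74, none past the threshold with the 37 libraries, while that of mop-25.1 passed it with all 42 libraries, at 0.68 (adjusted p = 0.038), and with the replicate block, at 0.68 (adjusted p = 0.037). It passed with DESeq2's Wald test over all groups and without a filter on low counts too, at 0.72 (adjusted p = 0.026) and 0.79 (adjusted p = 0.045). With edgeR fits of only the groups compared, unc-51 and mop-25.1 passed on day 6, at 0.72 (adjusted p = 0.044) and 0.79 (adjusted p = 0.034). DESeq2 fits of only the groups compared, chosen after seeing the values, gave 0.70 (adjusted p = 0.0093) for unc-51 and 0.77 (adjusted p = 0.0051) for mop-25.1 on day 6, and 0.53 (adjusted p = 0.048) for dsh-1 on day 7. The paper describes daf-16-dependent induction of multiple small HSP genes, and here 2 of 9 tested passed as higher in WT on day 6, hsp-12.6 and hsp-12.3. These 2 were also the ones that passed on day 6 with the replicate block, with which sip-1 passed on day 7, at 1.41 (adjusted p = 0.041). With edgeR fits of only the groups compared, hsp-16.2, hsp-16.41 and sip-1 passed on day 6 too, at 1.75 (adjusted p = 0.011), 1.90 (adjusted p = 0.017) and 1.40 (adjusted p = 7.1e-04), and DESeq2 fits of only the groups compared, chosen after seeing the values, gave 1.72 (adjusted p = 7.4e-06), 1.87 (adjusted p = 3.8e-05) and 1.38 (adjusted p = 1.2e-14). The paper states that sir-2.4 was elevated in older worms, where the WT log2 fold change here was 0.38 on day 7, and with the 37 libraries it passed the threshold on none of days 2 to 7. With all 42 libraries it passed on days 4 to 7, at 0.43, 0.42, 0.52 and 0.43, and with the replicate block on day 4, at 0.39 (adjusted p = 0.047). On day 7 it passed as well with DESeq2's Wald test over all groups, at 0.48 (adjusted p = 0.0095), with RLE normalization, at 0.48 (adjusted p = 0.016), with at least 10 counts in every library, at 0.33 (adjusted p = 0.042), and with downsampled counts, at 0.39 (adjusted p = 0.045).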

Other observations

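The common day-1 reference was set with the alternatives, but its use as a test of an explanation was chosen only after its values were seen, as was the test of the replicate number for hsp-16.2, and the counts of exon-length correlations by replicate number were made after that pattern was seen.

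For the comparisons with 3 libraries in each group, splits of the 6 libraries that part all 3 same-numbered pairs were compared with the real one. For daf-16 on days 3, 4, 6 and 7 versus day 1, for WT on days 4, 5 and 7 versus day 1, and for WT versus daf-16 on days 4 and 7, 1 of the 4 splits, the real one, gave as many DEGs. With 4 splits no share below 0.05 can be reached. On day 1, 2 of the 4 splits gave as many DEGs between WT and the libraries labelled daf-16, the other one with 1407 DEGs. Among the other 6 splits, which part 1 same-numbered pair in place of 3 and so also differ in replicate number, up to 4831 DEGs were found. As 4 of all 10 splits gave as many, the day-1 number without the replicate block cannot be told apart from other groupings of these 6 libraries. No splits were run with the replicate block, which gave 1091 DEGs.

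The larger spread of fold changes since day 1 in daf-16 may follow from the day-1 libraries that serve as the reference. With a common day-1 reference the mean difference in interquartile range over days 2 to 7 was 0.060, against 0.664 with the day-1 libraries of each strain.

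The rising Spearman's correlation could come from the WT day-x libraries shared by both fold changes. With means of log2 CPM used for both, separate WT libraries kept more than 0.5 of the value with shared ones on 5 of the 6 days. On day 2 the sign changed. On day 3 the correlation fell from 0.198 to 0.103, which is less than 0.5 of the 0.217 from the edgeR fold changes. For days 2 and 3 the test therefore did not decide how much of the value came from sharing. The correlation still rose with separate WT libraries, from -0.066 on day 2 to 0.352 on day 7, against 0.052 and 0.457 with shared ones. This argues against sharing as the source of the rise.

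Across genes, the day-1 difference of the libraries labelled daf-16 from WT (daf-16 minus WT) was opposite to the WT change from day 1 to day 2. Spearman's correlation was -0.614 with the same WT day-1 libraries in both, and -0.443 with separate ones. Both differences subtract the WT day-1 level, so sharing these libraries pushes the correlation upward, and separate ones were no test of its negative sign. Genes are not independent replicates. One hypothesis is that the libraries labelled daf-16 were at an earlier point of this change on day 1, which may be a matter of staging or of the strain.

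The mean log2 CPM of 29 major sperm protein (msp) genes was 4.37 ± 1.47 (SD, n = 3) in WT and 5.59 ± 0.67 (SD, n = 3) in the libraries labelled daf-16 on day 1. It was -0.28 ± 0.51 (SD, n = 2) and -0.09 ± 0.20 (SD, n = 2) on day 2, and -0.01 ± 0.36 (SD, n = 3) and 0.74 ± 0.20 (SD, n = 3) on day 7. No explanation was tested.

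The level of hsp-16.2 was highest in replicate 1 in 11 of the 14 groups (1-sided exact binomial test, p = 0.000691). Replicate 1 was picked after these levels were seen, so this p value is no test of a replicate batch. A batch that follows the replicate number is a candidate source, and no biological explanation was tested. The correlation of a library's deviation from its group with exon length also followed the replicate number. It was positive in 14 of 14 libraries of replicate 3, in 1 of 14 of replicate 1 and in 2 of 14 of replicate 2.

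Of the genes the paper measured by qRT-PCR or with reporters, the mRNA-Seq log2 fold change of WT versus daf-16 on day 7 was 2.96 (standard error 0.46, adjusted p = 2.6e-04) for mtl-1, 1.30 (standard error 0.36, adjusted p = 0.043) for ftn-1 and 2.05 (standard error 0.40, adjusted p = 0.003) for dod-3. It was 0.38 (standard error 0.40, adjusted p = 0.81) for dod-6 and 1.14 (standard error 0.46, adjusted p = 0.23) for lys-7, neither past the threshold. The values over all 42 libraries were 3.01 (adjusted p = 0.016), 1.33 (adjusted p = 0.2), 2.09 (adjusted p = 0.3), 0.42 (adjusted p = 0.89) and 1.18 (adjusted p = 0.32). The paper's qRT-PCR compared earlier days with day 1, and its reporters were scored on an earlier day under RNAi. These day-7 values between the strains therefore do not repeat those assays.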
